# LSM1-mediated Major Satellite RNA decay is required for nonequilibrium histone H3.3 incorporation into parental pronuclei

**DOI:** 10.1038/s41467-023-36584-z

**Published:** 2023-02-21

**Authors:** Jiang Zhu, Kang Chen, Yu H. Sun, Wen Ye, Juntao Liu, Dandan Zhang, Nan Su, Li Wu, Xiaochen Kou, Yanhong Zhao, Hong Wang, Shaorong Gao, Lan Kang

**Keywords:** Embryology, Reprogramming

## Abstract

Epigenetic reprogramming of the parental genome is essential for zygotic genome activation and subsequent embryo development in mammals. Asymmetric incorporation of histone H3 variants into the parental genome has been observed previously, but the underlying mechanism remains elusive. In this study, we discover that RNA-binding protein LSM1-mediated major satellite RNA decay plays a central role in the preferential incorporation of histone variant H3.3 into the male pronucleus. Knockdown of Lsm1 disrupts nonequilibrium pronucleus histone incorporation and asymmetric H3K9me3 modification. Subsequently, we find that LSM1 mainly targets major satellite repeat RNA (MajSat RNA) for decay and that accumulated MajSat RNA in Lsm1-depleted oocytes leads to abnormal incorporation of H3.1 into the male pronucleus. Knockdown of MajSat RNA reverses the anomalous histone incorporation and modifications in Lsm1-knockdown zygotes. Our study therefore reveals that accurate histone variant incorporation and incidental modifications in parental pronuclei are specified by LSM1-dependent pericentromeric RNA decay.

## Abstract (web summary)

Asymmetric histone modifications in parental pronuclei displays epigenetic regulation. Here the authors reveal the role of LSM1-mediated Major Satellite RNA decay in the H3 variant incorporation and modifications in male pronucleus.

## Introduction

The development of a multicellular organism with its array of organs and tissues is a systematic process in which cells acquire different identities with exquisite spatiotemporal precision through mechanisms called cell fate decisions^1^. This process is implemented by gene regulatory networks, of which epigenetic regulation is a well-studied and critical part^2^. The mechanisms of epigenetic regulation and cell fate decisions have been studied in different organisms and biological processes, and the drastic epigenetic changes in mouse early embryos make them excellent models for conducting mechanistic research^3^. Mammalian life starts with fertilization, the process by which sperm and oocytes come together to establish a totipotent zygote. Along with great changes in cell fate, epigenetic profiles undergo dramatic fluctuations^4^. More importantly, the epigenetic changes in the early embryo do not simply occur at the overall level but are under precise control, especially at the zygote stage.

After fertilization, the oocyte extrudes the second polar body, and the remaining maternal genome exists in a nucleosomal configuration, while the paternal genome from sperm experiences protamine-to-histone exchange. The genomes remain separated as male and female pronuclei before being reunified during the M phase in late zygotes^5,6^. Although they reside in the same cytoplasm, the male and female pronuclei are heterogeneous in many ways. In addition to asynchronous DNA replication and transcriptional activity, they exhibit asymmetric epigenetic states, especially DNA methylation and histone modification^7^. Genome-wide DNA demethylation occurs mainly in the male pronucleus^8,9^, while H3K9me2 and H3K9me3 modifications exclusively reside in the female pronucleus^10,11^. These accurate epigenetic modifications safeguard normal development of the early embryo. Our previous study illustrated the profile and importance of H3K9me3 in mouse embryo development^12^. Disturbances in Suv39h1 and Suv39h2 impair the onset of development^11,13^. However, how asymmetric H3K9me3 is first established and maintained in mammalian zygotes remains unknown.

In fact, in addition to histone modifications, the histone itself exhibits a pronucleus-specific pattern. Mammalian cells express three major types of histone H3 variants, H3.1, H3.2, and H3.3, and their sequences are very conserved. H3.3 differs from H3.1/H3.2 counterparts in only four or five amino acid residues^14,15^. After fertilization, H3.3 is preferentially and rapidly incorporated into the male pronucleus, taking the place of protamines, whereas H3.1 and H3.2 are found in both pronuclei but are present at higher levels in the female pronucleus than in the male pronucleus^16–18^. H3.3 is important for early embryo development, and depletion of H3.3 compromises normal preimplantation development^19^. H3.3 incorporation is mediated by HIRA or DAXX–ATRX complexes in a cell cycle-independent manner^20,21^. In contrast, H3.1/H3.2 incorporates into chromatin in a replication-coupled manner with the help of the CAF-1 histone chaperone complex^22^. Interfering with HIRA leads to embryo arrest at the zygote stage due to abnormal H3.3 incorporation^23^, and loss of DAXX and ATRX results in extensive apoptosis and trophoblast development failure owing to disturbance of H3.3 or H3.1/H3.2 incorporation^24,25^. Recently, low input ChIP-seq analysis of H3.3 delineates its landscape in early embryo development and highlights the timely transition from non-canonical H3.3 pattern toward a canonical pattern supports the developmental program of early embryos^26^. In somatic cells, H3.3 accumulates modifications related to gene activation, including methylation at K4, K36, and K79 and acetylation at K9 and K14, and is deprived of suppressive modifications, including K9 and K27 methylation^27^. Biochemistry studies have also shown that H3 variants display different tendencies toward histone posttranslational modifications, for example, H3K9me3 modification is more enriched at H3.1 than at H3.3^28^. The asymmetric H3 variant incorporation between pronuclei and its effects on epigenetic modification establishment in zygotes are far from illuminated. Furthermore, elucidating the mechanism of the establishment and maintenance of nonequilibrium pronuclear histones and modifications may shed light on precise and locus-specific epigenetic modifications.

LSM1 is an RNA-binding protein with an Sm-like domain; it usually exists as an Lsm1–7-Pat1 complex and serves as a key factor in the RNA decay pathway^29^. In this study, we found that germ cell-derived Lsm1 participates in nonequilibrium H3.3 incorporation and asymmetric H3K9me3 establishment in mouse zygotes, which is accomplished through MajSat RNA decay.

## Results

### Nonequilibrium pronuclear H3K9me3 is specified by LSM1

Histone modification fluctuates and is precisely controlled during early embryo development, and aberrant modification leads to developmental failure^30^. Upon fertilization, protamines are replaced by histones in the male pronucleus, and histone modifications are gradually established in a model different from that in the female pronucleus. This asymmetric pronuclear histone pattern is usually persistent until after the 2-cell stage, with asymmetric H3K9me3 as a typical example^10,11,31^. H3K9me3 was distributed in the whole nucleus during oocyte maturation and was mainly restricted to the female pronucleus after fertilization (Fig. 1a). When we explored the function of zygote-enriched factors from our previous proteomic data^32^, we fortuitously found a vital role of LSM1 in the asymmetric pattern of H3K9me3. Then, we realized that this might lead us to unveil the unclear mechanism of nonequilibrium pronuclear histone establishment.

**Fig. 1:**
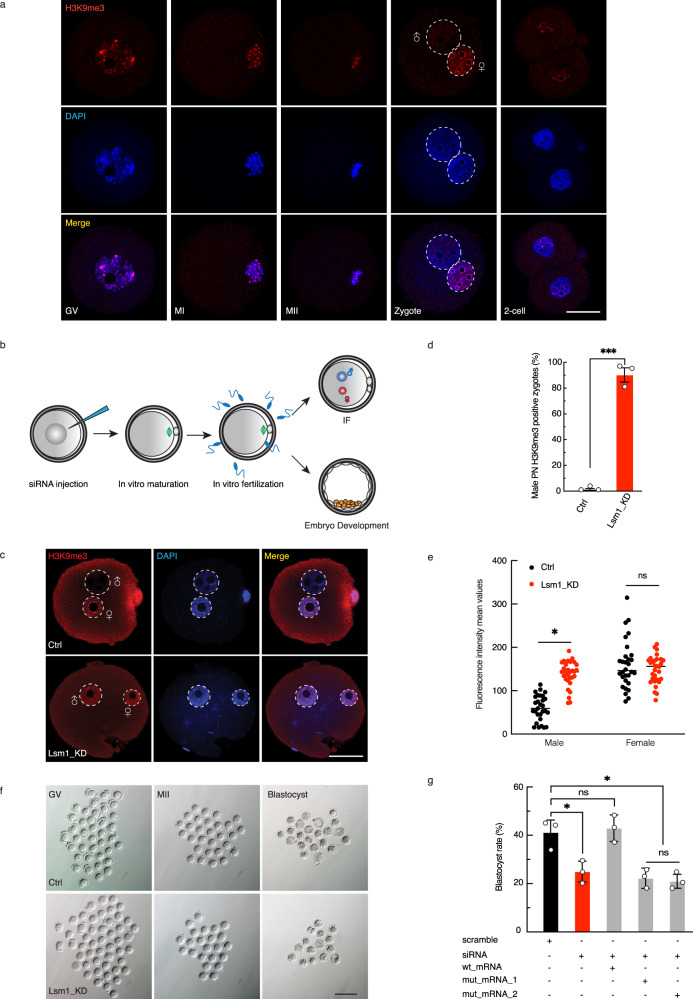
Nonequilibrium pronuclear H3K9me3 is specified by LSM1. **a** Immunostaining for H3K9me3 in nuclei from GV-, MI-, and MII-stage oocytes and 1-cell and 2-cell embryos. Scale bars, 20 µm. Representative images from 3 biological replicates, with each replicate containing ~10 oocytes/embryos. **b** Scheme for the Lsm1 oocyte-stage KD experiment. Lsm1 siRNA was injected at the GV stage after which in vitro maturation (IVM) and in vitro fertilization (IVF) were performed. Some of the fertilized oocytes were fixed at the zygote stage for immunostaining, and the others were cultured in vitro for embryo development assays. **c** Immunostaining for H3K9me3 in representative pronucleus of control (Ctrl) and Lsm1 knockdown (Lsm1_KD) zygotes. Scale bars, 20 µm. Representative images from 3 biological replicates, with each replicate containing ~10 zygotes. **d** Bar graph showing percentage of H3K9me3 positive male PN zygote in different groups. The statistical data are expressed as mean ± SEM, ***p < 0.001 (*p* = 0.0004) by two-sided Student’s *t* test for each comparison. Each treatment contains 3 biological replicates, with each replicate containing ~30 zygotes. **e** Scatterplot showing H3K9me3 fluorescence intensity mean values in pronucleus of Ctrl and Lsm1_KD groups. The statistical data are expressed as mean ± SEM, *p < 0.05 (*p* = 0.0289) and ns (*p* = 0.7834) means not significant by two-sided Student’s *t* test for each comparison. Each treatment contains 3 biological replicates, with each replicate containing ~10 zygotes. **f** Representative images of injected GV-stage oocytes, mature oocytes and blastocysts in the Ctrl and Lsm1_KD groups. Scale bars, 100 µm. Representative images from 3 biological replicates, with each replicate containing ~35 injected GV-oocytes. **g** Quantification of embryo development competence in response to Lsm1 KD with or without different versions of Lsm1 RNA. The statistical data are expressed as mean ± SEM, *p < 0.05 and ns means not significant by one-way ANOVA test. Each treatment contains 3 biological replicates, with each replicate containing ~35 embryos.

In a functional examination, Lsm1 siRNA was microinjected into GV-stage oocytes, after which in vitro maturation and fertilization were performed. Then, the embryos were used to detect histone epigenetic modifications, together with embryo development analysis (Fig. 1b). The siRNA produced about 45% and 60% depletion of Lsm1 mRNA in MII oocytes and zygotes respectively (Supplementary Fig. 1a, b). Lsm1 knockdown (KD) leaded to the remarkable disappearance of asymmetric H3K9me3, in more than 90% of the zygotes, H3K9me3 in male pronucleus was significantly increased (Fig. 1c–e). That is, the male pronucleus, which was supposed to preclude H3K9me3, obtained this modification after Lsm1 KD.

With the dramatically abnormal epigenetic profiles, we sought to determine whether Lsm1 KD could cause developmental defects. When we traced embryo development, the blastocyst formation rate in the KD group decreased to 25%, whereas it was 41% in the control group (Fig. 1f, g). The decreased embryo development competence, blastocyst rate, could be rescued by co-injected Lsm1 mRNA, which possessed synonymous mutation on the siRNA binding site, but not by the two mutant mRNAs with impaired Sm-fold domain^33–36^ (Fig. 1g). Even before fertilization, Lsm1 KD caused a severe defect—abnormal spindle orientation—and only half of the oocytes could accomplish first polar body extrusion and maturation in the KD group compared with the control group (Fig. 1f and Supplementary Fig. 2a–d). This phenomenon seemed unrelated with H3K9me3 (Supplementary Fig. 2e). It seemed that Lsm1 functioned very early, so we also performed zygote siRNA injection to clarify the functional time window of Lsm1 (Supplementary Fig. 1c). Indeed, zygote injection of either Lsm1 siRNA or scramble siRNA did not affected the asymmetric H3K9me3 (Supplementary Fig. 1d, e) or the embryo development (Supplementary Fig. 1f–h). These observations strongly suggested LSM1 as a vital factor contributing to nonequilibrium pronuclear H3K9me3 and early embryo development.

### LSM1 modulates the pronucleus-specific localization of HP1β, ATRX, H3.1/3.2 and H3.3

The two phenomenon - aberrant equilibrium of H3K9me3 and impaired embryo development - caused by Lsm1 KD prompted us to search for the underlying factors. We performed total RNA sequencing (total RNA-seq) using embryos at the zygote stage, which revealed that the transcriptional profile of the Lsm1_KD zygotes was reproducibly distinct from that of the controls (Supplementary Fig. 3a). 

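Total RNA-seq compared zygotes given siRNA against Lsm1 (Lsm1_KD) with zygotes given scramble siRNA (Ctrl). The labels describe injection into zygotes and the scheme of Fig. 1b injection into GV oocytes, and the text on the RNA-seq does not say which was used. LSM1 is a subunit of the cytoplasmic LSM ring that binds deadenylated RNA and promotes its decapping and decay. There were 2 libraries per group, and the paper gives 2 to 5 embryos per library. The libraries held 4636492 and 11095477 estimated counts for Lsm1_KD and 13968315 and 7391089 for Ctrl. Repeats took 0.150% and 0.115% of the counts in Lsm1_KD and 0.105% and 0.102% in Ctrl. The authors trimmed the reads and quantified them with Salmon against RefSeq transcripts and Repbase repeat consensus sequences, so that all genomic copies of a repeat are 1 feature. The Salmon version of the deposited values is not given in their labels. For the values here, estimated counts of the RefSeq transcripts of a gene were summed and rounded, which left 25091 genes and repeats. Counts were normalized by TMM and tested by the quasi-likelihood test of edgeR over the 11335 genes and repeats that passed the abundance filter of edgeR, with Benjamini-Hochberg adjustment. Normalized counts are in CPM, scaled by the TMM factors. Intervals and floors cover counting error only, since the reads carry no molecular identifiers.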

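The knockdown was seen in Lsm1 itself, which lies on chromosome 8 of GRCm38 from 25785318 to 25803975. Its normalized count was 67.2 ± 5.22 (SD, n = 2) in Lsm1_KD and 145 ± 2.33 (SD, n = 2) in Ctrl zygotes. This is a log2 fold change of -1.10 (standard error 0.22, adjusted p = 0.012 from edgeR). With single transcripts in place of genes, a setting chosen after seeing the data, the log2 fold change of Lsm1 was -1.13 with an adjusted p of 0.11. The Lsm1_KD and Ctrl profiles were less alike than replicates of a group. Across genes and repeats, the Pearson correlation of log2 CPM was 0.938 to 0.943 between replicates and 0.894 to 0.905 between Lsm1_KD and Ctrl libraries. Spearman correlations were 0.957 to 0.958 and 0.915 to 0.926 for the same pairs. Genes are not independent replicates, so these correlations carry no test.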

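On normalized counts, increased RNAs outnumbered decreased RNAs in Lsm1_KD zygotes among protein-coding genes, lncRNAs, pseudogenes and repeats. At a log2 fold change above 1 or below -1 and an adjusted p under 0.05 from edgeR, 612 genes and repeats were up and 312 were down. These were 568 protein-coding genes up and 304 down of 10638, 22 lncRNAs up and 4 down of 406, and 9 pseudogenes up and 2 down of 95. Among 115 repeats, 6 were up and 0 were down in edgeR, with 4 lower at an unadjusted p under 0.05, and DESeq2 called 7 up and 0 down and limma on log2 (TPM + 1) 10 up and 2 down. With a trend on transcript length taken out, a choice made after seeing the data, 3 repeats were up and 3 were down. The length of a repeat there is that of its consensus and not of its RNA, so these counts do not test a length effect on repeats. Increased RNAs were 66.2% of the changed features on normalized counts, but 37.6% (370 up and 613 down) when limma was run on log2 (TPM + 1), which changes both the test and the unit and moved the median of all log2 fold changes by -0.240. Without Lsm1_KD replicate 2, 186 genes and repeats were down and 2 repeats were up, and without Lsm1_KD replicate 1, 3 repeats were down. With single transcripts as features, a choice made after seeing the data, edgeR called 0 up and 0 down, with 2775 transcripts at an unadjusted p under 0.05, and DESeq2 called 751 up and 725 down.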

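Single genes changed strongly in both directions. Tubgcp4, a gamma-tubulin complex gene on chromosome 2 of GRCm38 from 121170643 to 121198770, had a normalized count of 215 ± 34.4 (SD, n = 2) in Lsm1_KD and 5.99 ± 1.44 (SD, n = 2) in Ctrl zygotes. Its log2 fold change of 5.19 (standard error 0.29, adjusted p = 2.2e-05 from edgeR) was past the threshold under all 16 alternatives run on genes and repeats. With single transcripts in edgeR, 0 features passed. The serine protease gene Prss43 (chromosome 9, 110826690 to 110831507) had a log2 fold change of 4.45 (standard error 0.47, adjusted p = 0.0011). In the other direction, Oaz1-ps (chromosome 17, 17345242 to 17346204) had 0 counts in Lsm1_KD and 273 ± 46.7 (SD, n = 2) in Ctrl, which is at least 1403-fold lower against a floor of 3 counts over the group. Gm3286 (chromosome 5, 95510742 to 95522402) was at least 87.2-fold lower by the same floor. Both limits hold for estimated counts. They do not cover how reads shared between similar transcripts were assigned, which was not tested. Oog1, an oocyte gene on chromosome 12 from 87602665 to 87608845, fell from 1414 ± 294 (SD, n = 2) to 258 ± 3.39 (SD, n = 2), a log2 fold change of -2.46 (standard error 0.21, adjusted p = 0.00077). Hdac1, a histone deacetylase gene on chromosome 4 from 129516104 to 129542646, fell from 63.0 ± 29.1 (SD, n = 2) to 7.72 ± 1.96 (SD, n = 2), a log2 fold change of -3.05 (standard error 0.40, adjusted p = 0.0021). The genes named as up in Fig. 2a had log2 fold changes from 1.51 (Lsm14b) to 2.38 (Snrpe), with adjusted p up to 0.0071 (H2ac10). Of these, H2ac10 alone lost its call in an alternative run on genes and repeats, with an adjusted p of 0.11 once a trend on transcript length was taken out, against 1.4e-15 to 0.11 over its alternatives. In simulated data with the spread of these libraries, edgeR found 59 of 100 genes with a 3-fold change and 92 of 100 with an 8-fold change.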

Among the differentially expressed genes induced by Lsm1 KD, the upregulated transcripts (1538, log_2_ fold change [FC] > 1, false discovery rate [FDR] < 0.05) were much more abundant than the decreased ones (638) (Fig. 2a). This result is reasonable given the known RNA decay function of LSM1^37,38^. Gene Ontology (GO) analysis and further GSEA analysis showed that the differentially expressed protein-coding genes were enriched for mRNA processing and RNA splicing, which coincided with LSM1’s RNA-binding function, and for terms related to the cell cycle and chromosome segregation, which would explain the embryo development defect (Fig. 2b and Supplementary Fig. 3b, c).

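Genes of RNA splicing leaned higher in Lsm1_KD zygotes, and cell cycle regulators went both ways. Genes of chromosome segregation had a median below 0 but missed the threshold when compared with all other genes. Of 48 core spliceosome genes, 14 were up and 1 was down at an adjusted p under 0.05 from edgeR (15 up and 1 down when adjusted over the list alone), with a median log2 fold change of 0.41. Snrpg, a small nuclear ribonucleoprotein gene on chromosome 6 of GRCm38 from 86371540 to 86378902, had a normalized count of 737 ± 92.5 (SD, n = 2) in Lsm1_KD and 198 ± 15.6 (SD, n = 2) in Ctrl zygotes (log2 fold change 1.90, standard error 0.20, adjusted p = 0.0011). Its transcript has 393 nt, and the log2 fold change was 0.62 once a trend on transcript length was taken out (adjusted p = 0.075, the highest over alternatives that began at 2.5e-16). Zmat2 (chromosome 18, 36793923 to 36799660) had a log2 fold change of 1.89 (standard error 0.20, adjusted p = 0.0011) and passed under all 16 alternatives run on genes and repeats. In edgeR on single transcripts, 0 features passed. Of 31 genes of SR proteins and hnRNPs, 7 were up in edgeR (9 when adjusted over the list alone), and the median log2 fold change was 0.46. Hnrnpa2b1 (chromosome 6, 51460434 to 51470048) rose from 116 ± 5.80 (SD, n = 2) to 401 ± 73.3 (SD, n = 2), a log2 fold change of 1.79 (standard error 0.21, adjusted p = 0.0014). Against all other genes, camera with its preset correlation of 0.01 gave adjusted p = 0.0038 for the spliceosome and 0.0069 for SR proteins and hnRNPs. With an estimated correlation, camera gave an adjusted p of 0.36 for each, and none of the 23 lists passed. That form cannot tell whether correlation between genes explains the calls. Its adjusted p were 0.36 for SR proteins and hnRNPs and 0.30 for electron transport genes at estimates of -0.033 and 0.0012, below the preset. With the length trend taken out, a setting chosen after seeing the data, the medians were 0.33 and 0.49, and camera gave adjusted p = 0.067 for the spliceosome, within a range of 2.0e-07 to 0.36 over its 18 alternatives, and 0.0066 for SR proteins and hnRNPs, within 0.00010 to 0.36.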

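The kinetochore gene Ndc80 (chromosome 17 of GRCm38, 71496100 to 71526857) fell from 168 ± 1.63 (SD, n = 2) normalized counts in Ctrl to 44.7 ± 4.60 (SD, n = 2) in Lsm1_KD, a log2 fold change of -1.91 (standard error 0.22, adjusted p = 0.0014 from edgeR). Cenpf (chromosome 1, 189640606 to 189688107) had a log2 fold change of -1.13 (standard error 0.20, adjusted p = 0.0074), whereas the centromere genes Cenpk (2.09, chromosome 13) and Cenpq (1.53, chromosome 17) were up. In all, 3 of 79 chromosome segregation genes were up and 9 were down (3 and 12 when adjusted over the list alone), with a median log2 fold change of -0.27. The set missed the threshold in camera (adjusted p = 0.066, 0.00059 to 0.36 over its alternatives). It passed in fry (adjusted p = 0.026), which tests whether the genes of a set move on balance in 1 direction, without comparing them with other genes. Of 49 genes of microtubules and centrosomes, 2 were up and 8 were down (3 and 8 when adjusted over the list alone), with a median log2 fold change of -0.30 and a camera adjusted p = 0.034. That call ended in 8 of 18 alternatives, among them the estimated correlation (0.36) and leaving out Lsm1_KD replicate 2 or either Ctrl library. Bbs4 (chromosome 9, 59321966 to 59353508) had a log2 fold change of -1.37 and Cep135 (chromosome 5, 76588653 to 76646466) of -1.34. The 61 cell cycle regulators held 6 genes up and 2 down (6 and 3 when adjusted over the list alone), and camera gave an adjusted p of 0.95. Fzr1, an activator of the anaphase-promoting complex on chromosome 10 from 81366879 to 81378370, fell from 613 ± 330 (SD, n = 2) to 66.7 ± 47.4 (SD, n = 2), a log2 fold change of -3.22 (standard error 0.50, adjusted p = 0.0044). Cyclin genes split, with Ccnb1 at -0.89 (adjusted p = 0.017; 0.092 at most over its alternatives) and Ccne2 at 1.40 (adjusted p = 0.014; 0.059 at most). From the larger number of increased than decreased transcripts, the paper reasons that the result is reasonable given the known RNA decay function of LSM1.

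**Figure D1:**
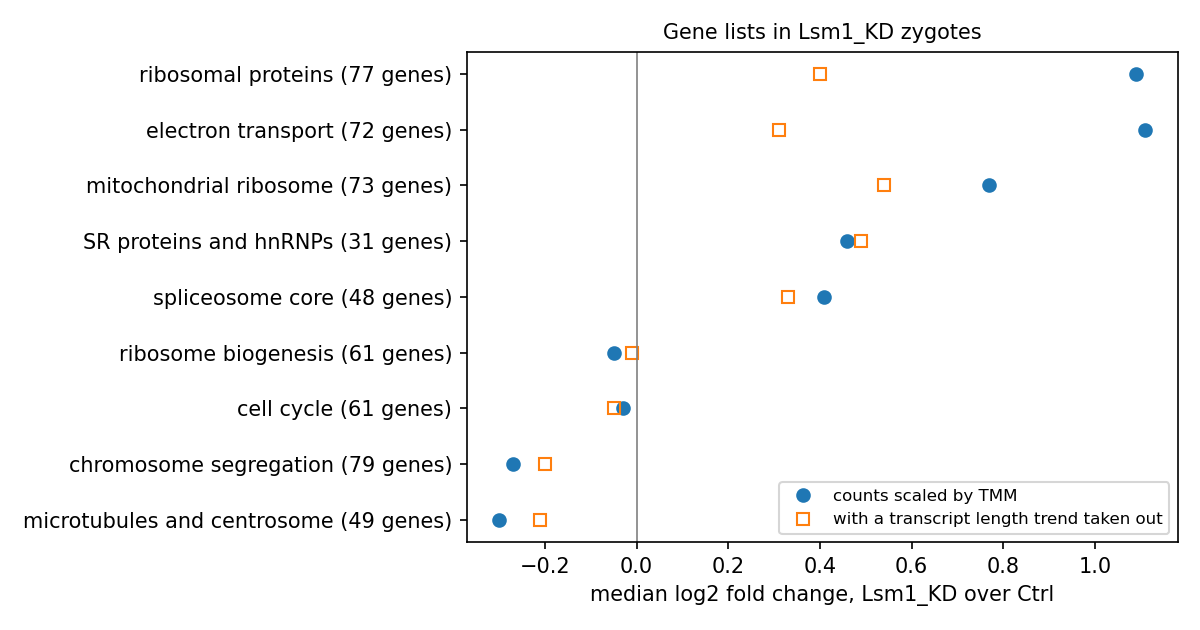
Median log2 fold change, Lsm1_KD over Ctrl (horizontal axis), of the genes of 9 lists, as filled circles on counts scaled by TMM and as open squares with a trend on transcript length taken out. The medians of the ribosomal protein, electron transport, mitochondrial ribosome and splicing lists lie above 0 in both, and those of the microtubule and chromosome segregation lists lie below 0 in both.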

**Fig. 2:**
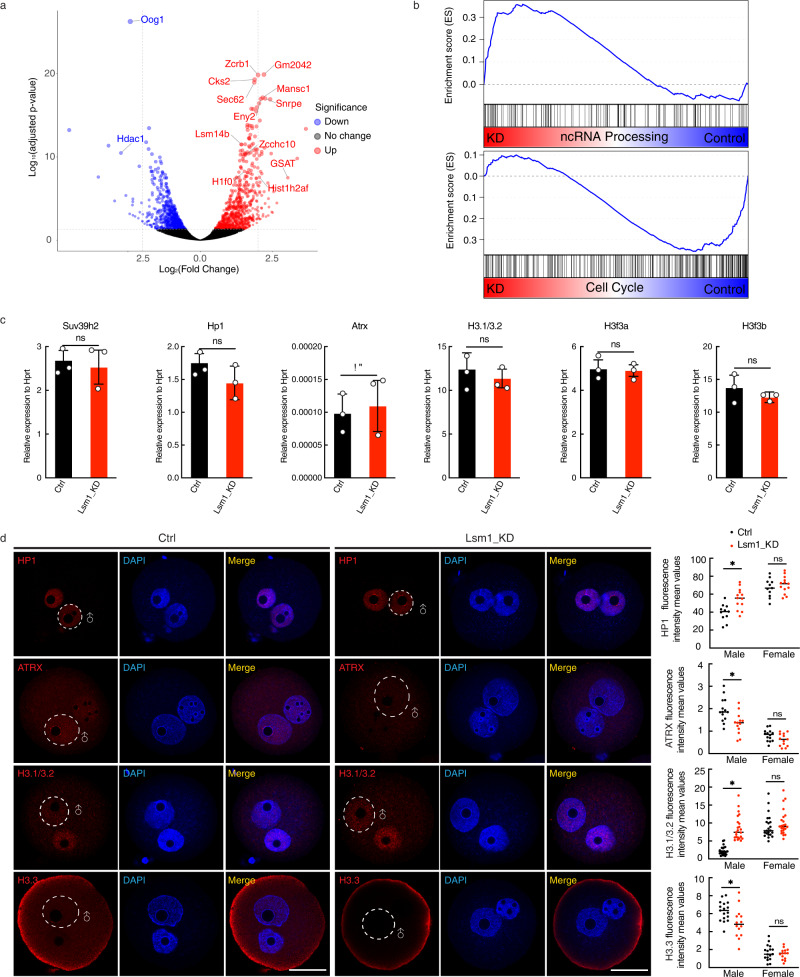
LSM1 modulates the pronucleus-specific localization of HP1β, ATRX, H3.1/3.2, and H3.3. **a** Volcano plot showing differentially expressed genes between Ctrl and Lsm1_KD zygotes. Red dots represent upregulated genes in Lsm1_KD zygotes compared with control zygotes, and blue dots represent downregulated genes. Adjusted *p*-values (two-sided) attained by the Wald test are corrected for multiple testing using the Benjamini and Hochberg method by default (*n* = 2 biologically independent samples). **b** GSEA plot showing preferential upregulation of the ncRNA processing pathway and downregulation of the cell cycle processing pathway following Lsm1 KD. **c** qPCR validation of H3K9me3 modification-related genes and H3 genes in Lsm1_KD zygotes. The statistical data are expressed as mean ± SEM, ns means not significant by two-sided Student’s *t* test for each comparison, Suv39h2 (*p* = 0.7478), Hp1β (*p* = 0.3525), Atrx (*p* = 0.8270), H3.1/3.2 (*p* = 0.6474), H3f3a (*p* = 0.8779), H3f3b (*p* = 0.5152). Each reaction for qPCR analysis contains 3 biological replicates, with each replicate from 50 zygotes. **d** Immunostaining for HP1β, ATRX, H3.1/3.2, and H3.3 in representative pronucleus and fluorescence intensity analysis of Ctrl and Lsm1_KD zygotes. Scale bars, 20 µm. Representative images from 3 biological replicates, with each replicate containing at least 5 zygotes. The statistical data are expressed as mean ± SEM, *p < 0.05 and ns means not significant by two-sided Student’s *t* test for each comparison, HP1β: male *p* = 0.0340, female *p* = 0.5630, ATRX: male *p* = 0.0410, female *p* = 0.4592, H3.1/3.2: male *p* = 0.0128, female *p* = 0.7540 and H3.3: male *p* = 0.0394, female *p* = 0.8779. Each treatment contains 3 biological replicates, with each replicate containing at least 5 zygotes.

To find out potential reasons for the abnormal H3K9me3 observed, we explored genes related to H3K9me3 establishment and histone H3 variants believed to be different between pronuclei, such as Suv39h2, Hp1β, Atrx, Daxx, H3f3a, and H3f3b, and found that they rarely changed between the Lsm1_KD and control groups in our RNA-seq data (Supplementary Fig. 3d). These sequencing results were further confirmed by qPCR (Fig. 2c). However, this finding is reasonable because the precise control of histone modification should not be regulated at the transcriptional level for these universal factors. Therefore, we sought to determine the protein levels of these factors. 

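The genes of H3K9me3 establishment and of H3.3 had log2 fold changes between -0.65 and 1.09 in Lsm1_KD zygotes. Cbx1, which encodes HP1β and lies on chromosome 11 of GRCm38 from 96788680 to 96808982, was the only one of the 6 past an adjusted p of 0.05. Its normalized count was 168 ± 33.5 (SD, n = 2) in Lsm1_KD and 78.8 ± 15.8 (SD, n = 2) in Ctrl zygotes, a log2 fold change of 1.09 (standard error 0.24, adjusted p = 0.020 from edgeR). The call held in 11 of 16 alternatives (adjusted p from 0.00079 to 0.12) and was lost without Lsm1_KD replicate 2 (0.86, adjusted p = 0.12) and without Ctrl replicate 2 (0.88, adjusted p = 0.079). Atrx (chromosome X, 105797615 to 105929372) had a log2 fold change of -0.65 (standard error 0.22, adjusted p = 0.086), and 5 of 16 alternatives gave an adjusted p under 0.05 (0.0047 to 0.31), among them DESeq2 (0.020) and leaving out Ctrl replicate 2 (0.012). The H3 methyltransferase gene Suv39h2 (chromosome 2, 3455815 to 3474986) had a log2 fold change of -0.55 (standard error 0.22, adjusted p = 0.13). For the H3.3 genes, the log2 fold changes were 0.61 (standard error 0.26, adjusted p = 0.17) for H3f3a on chromosome 1 from 180802560 to 180813605 and 0.57 (standard error 0.18, adjusted p = 0.066) for H3f3b on chromosome 11 from 116021961 to 116026039. The value of H3f3b passed in 4 of 16 alternatives (adjusted p 0.031 to 0.33), with the 0.031 from DESeq2. Daxx, the H3.3 chaperone gene on chromosome 17 from 33909404 to 33915590, had a log2 fold change of 0.25 (standard error 0.31, adjusted p = 0.66), whose sign turned on the TPM scale (-0.07) and without Lsm1_KD replicate 2 (-0.13). Across 40 genes of H3K9me3 and H3 deposition, 6 were up and 2 were down (6 and 4 when adjusted over the list alone), with a camera adjusted p of 0.98. Besides Hdac1, these included Rbbp4, a histone chaperone subunit gene on chromosome 4 from 129307100 to 129335370, at 122 ± 3.54 (SD, n = 2) against 20.2 ± 0.262 (SD, n = 2) and a log2 fold change of 2.59 (standard error 0.24, adjusted p = 0.0010). Npm2, a nucleoplasmin gene on chromosome 14 from 70647296 to 70661802, had a log2 fold change of 1.19 (standard error 0.20, adjusted p = 0.0058).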

As the immunostaining showed, HP1β, a key protein participating in heterochromatin establishment and maintenance^39,40^, became more condensed at the male pronucleus after interference with Lsm1, coinciding with the increased H3K9me3. On the other hand, the histone H3.3 lost its male pronucleus location, together with ATRX, which plays a key role in the incorporation of H3.3^20^. H3.1/3.2, taking the place of H3.3, became more enriched in the male pronucleus (Fig. 2d).

Together, these data suggest that the aberrant equilibrium H3K9me3 caused by Lsm1 KD might be a result of the incorrect localization of the enzymes and cofactors. The simultaneous change of H3.3 to H3.1 even implied that disordered incorporation of histone variants occurred upstream of the aberrant equilibrium H3K9me3.

### LSM1 interacts with major satellite RNA and regulates its decay

Then, we traced the clues regarding LSM1’s action to clarify the mechanism of the establishment and maintenance of pronuclear histone nonequilibrium. Considering that LSM1 is an RNA-binding protein, we decided to examine its direct binding RNA using RNA immunoprecipitation sequencing (RIP-seq). As there is no effective commercial antibody for LSM1 immunoprecipitation, we employed FLAG-tagged LSM1 overexpression (OE) instead. In vitro-transcribed 3XFlag-tagged Lsm1 mRNA was injected into early zygotes, and after 5 hours of culture, late zygotes were collected for FLAG immunoprecipitation and total RNA library construction and sequencing (Fig. 3a). 

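RIP-seq compared zygotes injected with mRNA for 3XFlag-tagged LSM1 (FLAG) with zygotes labelled as injected with untagged Lsm1 mRNA (Ctrl), each with RNA from the FLAG immunoprecipitate (IP) and from the lysate before it (Input). The paper gives 100 ng/µl mRNA, 300 zygotes per RIP and 10% of the lysate as input. There were 2 libraries of each of the 4 kinds. FLAG IP libraries held 9865512 and 14010414 estimated counts, Ctrl IP 11400686 and 18969763, FLAG Input 25666767 and 27934361, and Ctrl Input 31586450 and 25612092. Lsm1 had 9931 and 14730 CPM without TMM factors in the FLAG Input libraries, 11130 and 121400 in the FLAG IP, 16.3 and 16.1 in the Ctrl Input, and 24.6 and 20.2 in the Ctrl IP. No excess of Lsm1 RNA was therefore present in the libraries labelled as untagged Lsm1 mRNA. FLAG IP replicate 1 stood apart, with 12.7% of its counts in repeats against 2.63% in FLAG IP replicate 2, 1.96% and 1.08% in the Ctrl IP and at most 0.331% in the inputs. Its Pearson correlations across genes with the other 7 libraries were 0.704 to 0.821, whereas pairs without it gave 0.905 to 0.990. The authors quantified the reads with Salmon as for the RNA-seq. For the values here, edgeR tested (FLAG IP over FLAG Input) over (Ctrl IP over Ctrl Input), the axis of Fig. 3b, on summed gene and repeat counts with TMM factors. The test covered 18972 genes and repeats. An RNA was called bound at a log2 ratio above 1 and an adjusted p under 0.05, where the methods of the paper give DESeq2 and the adjusted p but no ratio threshold for this plot.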

Using Lsm1 mRNA-injected zygotes as negative controls, we identified 1433 transcripts that directly interacted with LSM1 (Fig. 3b). Among these transcripts, 70%, 12%, 17% and 1% were protein-coding genes, repeat elements, lncRNAs and small ncRNAs, respectively (Supplementary Fig. 4a). However, when we calculated the LSM1 binding elements percentage in zygote expressed elements (TPM > 1) for their corresponding families, surprisingly, repeat elements presented the highest percentage, which suggested that LSM1 had a high binding preference for repeat elements in zygotes (Fig. 3c).

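On summed gene and repeat counts past the abundance filter, edgeR called no RNA bound by LSM1. Of 18972 genes and repeats, edgeR called 0 bound and 0 in the opposite direction, with 756 higher and 239 lower at an unadjusted p under 0.05. DESeq2 called 0 bound and 1 opposite (1045 at an unadjusted p under 0.05), and limma on log2 (TPM + 1) called 0 (224 at an unadjusted p under 0.05). On single transcripts and repeats, settings added after seeing the data, DESeq2 called 188 bound, of which 0 were repeats, and 106 opposite, and edgeR called 0. Input and IP come from the same lysate, and with the lysate as a block edgeR called 4 bound and 6 opposite. The 4 were Atp10d (chromosome 5 of GRCm38, 72203329 to 72298771), Igsf9b, the repeat RLTR13B3 and 1 RefSeq transcript matched to no gene, all chosen after their values were seen. Atp10d had 187 and 64 counts in the FLAG IP libraries, 0 and 0 in the Ctrl IP, and at most 6 in any input, and its log2 ratio was 10.42 (standard error 2.40, adjusted p = 0.79 without the block and 0.042 with it). The count rested on the FLAG libraries. Without FLAG IP replicate 2 it was 1710 bound and 4234 opposite, without FLAG IP replicate 1 only Lsm1 was bound, and without FLAG Input replicate 2 it was 6 (Arhgef15, Gsto2, Pknox2, Pxdn, Rassf4 and Slc39a8). With 1 FLAG IP library left, its spread is taken from the other kinds of library, so such counts describe that library. Without the abundance filter 17 were bound, 6 of them repeats. Against its own input alone, FLAG IP held 3584 RNAs higher and 111 lower, and Ctrl IP against its input, a comparison added after seeing the data, held 2119 higher and 38 lower, of which 1453 were shared where 296 would be by chance. FLAG IP against Ctrl IP gave 0 bound in edgeR (2269 at an unadjusted p under 0.05). In simulated data with the spread of these libraries, edgeR found 0 of 100 RNAs with a 3-fold ratio and 33 of 100 with an 8-fold ratio, which limits what the 8 libraries can show.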

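With 0 bound RNAs, edgeR on genes and repeats gives no composition by class at an adjusted p under 0.05. Below that threshold, 87 RNAs had a log2 ratio above 1 and an unadjusted p under 0.01. Protein-coding genes were 67 of them (77.0%), repeats 8 (9.20%), lncRNAs 6 (6.90%) and pseudogenes 3 (3.45%), and the other 3 were RefSeq transcripts matched to no gene. No small ncRNA was among them, out of 174 tested by edgeR, of which 5 had an unadjusted p under 0.05 in either direction. The lncRNAs and small ncRNAs are those of RefSeq, and tRNAs and rRNAs are not features of the deposited values.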

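Expressed RNAs were taken as those with a mean TPM above 1 over the 4 input libraries, since the text of the paper does not name the libraries behind its TPM threshold. Bound shares at an adjusted p under 0.05 from edgeR were 0 of 214 repeats, 0 of 10454 protein-coding genes, 0 of 465 lncRNAs and 0 of 235 small ncRNAs. Exact Clopper-Pearson intervals (95%) for counting alone reach 1.71%, 0.0353%, 0.790% and 1.56%. They do not limit the share that LSM1 binds, since edgeR found 0 of 100 simulated RNAs with a 3-fold ratio, and expressed RNAs that were not tested count here as not bound. At an unadjusted p under 0.01, 6 repeats (2.80%) and 10 protein-coding genes (0.0957%) had a log2 ratio above 1 (two-sided Fisher's exact test, p = 4.1e-07), and features within a library are not independent. The odds ratio of 30.1 fell to 6.29 over all tested features, with 8 of 324 repeats (2.47%) and 67 of 16715 protein-coding genes (0.401%). It was 27.6 with expression taken from the Ctrl RNA-seq and 45.6 with a TPM above 1 in every input. Repeats were 324 of the RNAs tested by edgeR, and 78 of them were higher and 0 were lower at an unadjusted p under 0.05. When FLAG IP replicate 2 was left out, so that replicate 1 stood alone, 153 of 214 repeats (71.5%) and 4.15% of protein-coding genes were bound, and without FLAG IP replicate 1, 0 repeats were. In FLAG IP against FLAG Input alone, 79.9% of expressed repeats and 1.98% of protein-coding genes were enriched. In the control IP against its input, 153 of the repeats tested were enriched too.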

**Fig. 3:**
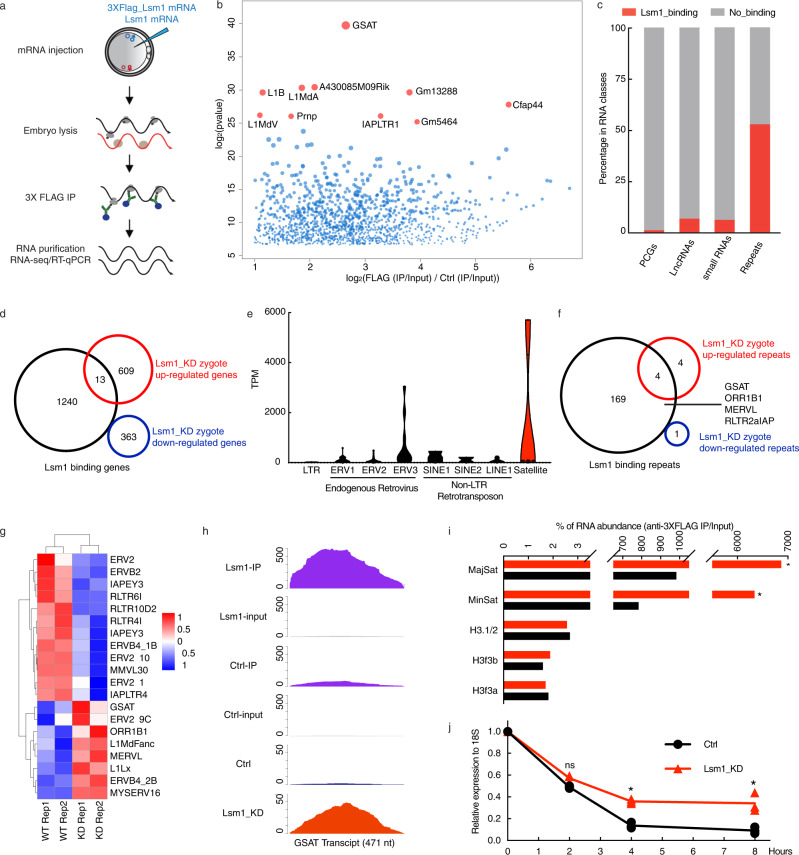
LSM1 interacts with major satellite RNA and regulates its decay. **a** Scheme for the LSM1 RIP-seq and RIP-qPCR experiments. **b** Volcano plot showing LSM1-binding RNAs in zygotes. The red dots represent the top 10 targets of LSM1 in zygotes. *p*-values (two-sided) attained by the Wald test are corrected for multiple testing using the Benjamini and Hochberg method by default (*n* = 2 biologically independent samples). **c** Bar graph showing the LSM1 binding ratios in different RNA classes. **d** Venn diagrams showing the overlap of LSM1-binding protein-coding genes and up-/downregulated genes in Lsm1_KD zygotes. **e** Violin plot showing the distribution of LSM1-binding reads in different repeat families. **f** Venn diagrams showing the overlap of LSM1-binding repeats and up-/downregulated repeats in Lsm1_KD zygotes. **g** Heatmap showing differentially expressed repeats between Ctrl and Lsm1_KD zygotes. **h** Genome browser tracks showing LSM1 RIP-seq peaks and Lsm1_KD zygote RNA-seq peaks at the MajSat locus. **i** RIP-qPCR validation of target binding by LSM1. The statistical data are expressed as mean ± SEM, *p < 0.05 (MajSat: *p* = 0.0182, MinSat: *p* = 0.0228) by two-sided Student’s *t* test for each comparison. Each reaction for RIP-qPCR analysis contains 3 biological replicates, with each replicate from 300 zygotes. **j** Measurement of MajSat RNA decay in Ctrl and Lsm1_KD zygotes. Samples were collected following transcriptional inhibition using actinomycin D (ActD) for the indicated time. MajSat RNA amounts were measured by qPCR according to 18S RNA. The statistical data are expressed as mean ± SEM, *p < 0.05 (*p* = 0.0189 for 4 hours and *p* = 0.0112 for 8 h) and ns (*p* = 0.8217 for 2 h) means not significant by two-sided Student’s *t* test for each comparison. Each reaction for qPCR contains 3 biological replicates, with each replicate from ~50 zygotes.

Since protein-coding genes and repeat elements were dominant classes in terms of transcript number and binding intensity, we proceeded to mine the RIP-seq data for these two classes. GO analysis of these LSM1-binding protein-coding genes showed that they were related to molecular transport and immune cell activation, showing lower correlation with embryo development (Supplementary Fig. 4b). 

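Gene lists were compared as groups, since edgeR called 0 RNAs bound over all genes or when adjusted over the list alone (995 at an unadjusted p under 0.05), as did DESeq2 and limma over all genes. Genes of organic anion and carboxylic acid transporters and of leukocytes leaned toward the FLAG IP, and maternal factor genes and nuclear and small stable noncoding RNAs leaned away from it. The 109 transporter genes tested had a median log2 ratio of 0.74 (camera adjusted p = 0.015, and 0.62 with an estimated correlation), and the 34 leukocyte genes 0.97 (0.041 and 0.62). Genes of cumulus and granulosa cells, 22 in number, had a median of 0.95 (0.022 and 0.62). Of the 23 lists, 14 were lower in camera, with the lowest adjusted p for 64 maternal factor genes (median -0.88, 4.2e-12, and 0.62 with an estimated correlation) and 112 nuclear and small stable noncoding RNAs (median -0.94, 2.7e-10 and 0.62). None of the 23 held in fry, where the transporter genes had 0.57 and the leukocyte genes 0.67. With an estimated correlation the adjusted p were 0.62 to 0.63 for every list, at estimates from -0.042 to 0.79. That form therefore does not separate the lists. Camera called 0 lists higher without FLAG IP replicate 1 and 0 without FLAG Input replicate 2. The genes that leaned toward the FLAG IP are little expressed in zygotes: in the RNA-seq libraries, 42 of the transporter genes and 8 of the leukocyte genes were abundant enough to be tested.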

Combined with our previous total RNA-seq data on Lsm1_KD zygotes, the data revealed that only 13 upregulated protein-coding genes were directly bound by LSM1, while none of the downregulated genes showed LSM1-binding properties (Fig. 3d). These results implied that LSM1 regulates protein-coding genes mainly in an indirect way. Furthermore, the absence of Hp1β, Atrx, H3.1, H3.2, and H3.3 in the LSM1-binding list in turn supported our previous deduction that these molecules may not be direct targets of LSM1.

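No protein-coding gene was both changed in Lsm1_KD zygotes and bound by LSM1, because edgeR called 0 bound (560 higher and 217 lower at an unadjusted p under 0.05, and 0 bound in DESeq2 and limma). Of 10617 protein-coding genes tested in both experiments, 568 were up and 303 were down in Lsm1_KD. At an unadjusted p under 0.01, 21 of them had a log2 ratio above 1 in the RIP, and 1 was also up in Lsm1_KD where 1.12 would be by chance (two-sided Fisher's exact test, p = 1.0). That gene is Zfp267, a zinc finger gene named here after its values were seen, and 0 of the 21 were down. With FLAG IP replicate 2 left out, 613 genes were bound, and 26 were also up where 32.8 would be by chance (two-sided Fisher's exact test, p = 0.23) and 3 were also down where 17.5 would be (p = 2.7e-05). These bound genes rest on FLAG IP replicate 1 alone, the library that stood apart, and the spread comes from other kinds of library, so the p values describe that library and not LSM1 binding in general. The 1 gene bound without FLAG IP replicate 1 was Lsm1 itself, the target of the siRNA.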

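The RNAs for HP1β, ATRX and the H3.3 histones were not enriched in the FLAG IP, and their ratios lay below 0. Cbx1 had a log2 ratio of -0.66 (standard error 0.72, adjusted p = 0.81 from edgeR), with IP over Input at 0.303 and 0.748 in the FLAG libraries and 1.09 and 0.654 in the Ctrl libraries. For Atrx the log2 ratio was -0.28 (standard error 1.1, adjusted p = 0.95), and it was 0.43 without FLAG IP replicate 1. H3f3a and H3f3b had log2 ratios of -0.76 (standard error 0.67, adjusted p = 0.80) and -0.78 (standard error 0.79, adjusted p = 0.80). Suv39h2 had -0.93 (standard error 0.66, adjusted p = 0.79) and Daxx -0.43 (standard error 0.64, adjusted p = 0.84; 0.17 without FLAG IP replicate 1). Without FLAG IP replicate 2, with replicate 1 as the only FLAG IP library, all 6 were lower in the FLAG IP at an adjusted p of 0.028 or less, with Atrx at -1.70 and H3f3a at -0.87. The 62 replication-dependent histone genes, which hold those of H3.1 and H3.2, had a median log2 ratio of -0.76 (camera adjusted p = 1.6e-05, and 0.62 with an estimated correlation).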

Given that repeat elements can be classified into many subfamilies, we further calculated the percentage of LSM1 binding elements to its expressed ones for each subfamily and found that the satellite subfamily had the highest contribution (Supplementary Fig. 4c). 

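Repeat families could be compared only below the threshold for binding, with each family at 0 bound in edgeR, DESeq2 and limma. By their names, 3 satellites, 139 ERV2, 32 LINE1, 20 ERV1, 14 ERV3, 2 SINE1 and 1 SINE2 repeats were expressed in the inputs. With so few satellites, the exact Clopper-Pearson interval (95%) for 0 of 3 (0 also at an unadjusted p under 0.05) reaches 70.8%, against 2.62% for the ERV2 family, and neither covers bound repeats that the test misses. Besides GSAT, the satellites tested had log2 ratios of 1.48 (SATMIN, the minor satellite; standard error 1.93, adjusted p = 0.83), 1.44 (IMPB_01; standard error 1.48, adjusted p = 0.80) and -1.64 (ZP3AR_MM; standard error 2.06, adjusted p = 0.83). SQR4_MM, a satellite by the deposited names, had a log2 ratio of 2.3 (standard error 1.07, adjusted p = 0.79). SATMIN and IMPB_01 fell below 0 without FLAG IP replicate 1, at -1.15 and -0.78. SQR1_MM and SQR2_MM were too scarce to test. In FLAG IP against FLAG Input alone, 2 of the 3 expressed satellites were enriched (66.7%), and 3 of 4 (75.0%) with families as in the deposited names, which also place the SQR repeats among satellites.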

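The highest mean TPM of any repeat family member in the FLAG IP was that of GSAT, the major satellite, at 5720 ± 6048 (SD, n = 2), from 9996 in replicate 1 and 1443 in replicate 2. In the other libraries its TPM was 890 ± 696 (SD, n = 2) in the Ctrl IP, 79.5 ± 11.5 (SD, n = 2) in the FLAG Input and 32.5 ± 4.77 (SD, n = 2) in the Ctrl Input. MERVL led the ERV3 family with 4177 ± 3299 (SD, n = 2) in the FLAG IP and 1018 ± 484 (SD, n = 2) in the Ctrl IP. In FLAG IP replicate 2, MERVL at 1844 was above GSAT. Among the other families the highest mean TPM in the FLAG IP were 1900 for B2 (SINE2), 791 for RMER6C (ERV2), 598 for RLTR1B_MM (ERV1), 457 for B1 (SINE1), 411 for L1MdTf_III (LINE1) and 73.2 for MMETN (LTR). By the median member, the order differed, with 950 TPM for 2 SINE2 repeats, 281 for 2 SINE1, 124 for 21 ERV3, 113 for 45 LINE1 and 14.9 for the 7 satellites.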

The transcripts per kilobase million (TPM) value visualized by the violin plot made it clear that the satellite subfamily was the top subfamily (Fig. 3e). 

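Of 115 repeats tested in both experiments, 6 were up in Lsm1_KD zygotes and 0 were bound by LSM1 in edgeR, DESeq2 and limma (1 of the 6, ORR1B1, had an unadjusted p under 0.05 in edgeR). The 6 were GSAT, ORR1B1, MERVL, ERV2-9C_MM-I, ERVB4_2B-LTR_MM and RLTR8, the last named after its values were seen. ORR1B1, a long terminal repeat, had a normalized count of 77.6 ± 29.4 (SD, n = 2) in Lsm1_KD and 25.4 ± 6.15 (SD, n = 2) in Ctrl, a log2 fold change of 1.61 (standard error 0.33, adjusted p = 0.014 from edgeR). That call was lost without Lsm1_KD replicate 2 (1.15) and with a trend on transcript length taken out (0.34, adjusted p = 0.48), within a range of 1.3e-05 to 0.48. The latter setting took the 394 nt of the consensus as the length, so it does not test an effect of the length of the RNA. In the RIP its log2 ratio was 2.09 (standard error 0.84, adjusted p = 0.79), and without FLAG IP replicate 2 it was 2.82 (adjusted p = 0.00021). MERVL, an endogenous retrovirus active in early embryos, rose from 6.48 ± 1.77 (SD, n = 2) to 23.5 ± 5.64 (SD, n = 2), a log2 fold change of 1.85 (standard error 0.42, adjusted p = 0.022). It missed the threshold in 4 of 16 alternatives (adjusted p 0.0016 to 0.12), namely both limma settings and without Lsm1_KD replicate 2 (1.57) or Ctrl replicate 2 (1.59). Its log2 ratio in the RIP was -0.10 (standard error 1.72, adjusted p = 1.0), with a sign that turned in 11 of 22 alternatives. RLTR2aIAP_MM had a log2 fold change of 1.67 (standard error 0.50, adjusted p = 0.058) in Lsm1_KD, past the threshold in 6 of 16 alternatives (0.022 to 0.60), and a log2 ratio of 1.53 (standard error 0.61, adjusted p = 0.79) in the RIP. Without FLAG IP replicate 2, 86 of the 115 repeats were bound, and 2 of the 6 (ORR1B1 and ERVB4_2B-LTR_MM) were among them where 4.49 would be by chance (two-sided Fisher's exact test, p = 0.035, from FLAG IP replicate 1 alone).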

Combined with the total RNA-seq data of Lsm1_KD zygotes, the data remarkably revealed that 4 upregulated repeats, GSAT, ORR1B1, MERVL, and RLTR2aIAP, were directly bound by LSM1 (Fig. 3f). This result prompted us to focus on GSAT, which is normally called major satellite (MajSat) RNA. It was very noticeable in the volcano plot (Fig. 3b) and presented as the most highly unregulated repeat element upon Lsm1 KD in heat map (Fig. 3g), which was also confirmed by qPCR (Supplementary Fig. 4d). 

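GSAT had the largest increase of any repeat past the threshold in Lsm1_KD zygotes. It is the consensus of the major satellite, with 471 nt in the deposited values, and stands for the tandem copies at pericentromeres, so it has no single position in the genome. Its normalized counts were 70.0 and 16.3 in the Lsm1_KD libraries and 1.61 and 4.26 in the Ctrl libraries. Their means of 43.1 ± 37.9 (SD, n = 2) and 2.94 ± 1.87 (SD, n = 2) give a log2 fold change of 3.93 (standard error 0.70, adjusted p = 0.0082 from edgeR). The increase passed under all 16 alternatives run on genes and repeats (adjusted p 9.7e-16 to 0.034), with 2.90 (adjusted p = 0.032) when a trend on transcript length was taken out. The length-trend setting took the 471 nt of the consensus as the length, so it does not test an effect of the length of the RNA. The log2 fold change was 2.49 without Lsm1_KD replicate 1, the library with the larger increase. On single transcripts and repeats, a setting added after seeing the data, the log2 fold change was 3.85 with an adjusted p of 0.16. Among the repeats past the threshold, ERVB4_2B-LTR_MM was next at 2.43 (standard error 0.67, adjusted p = 0.043; 0.25 at most over its alternatives). ERV2-9C_MM-I followed at 2.07 (standard error 0.47, adjusted p = 0.022; 0.092 at most). The satellite SQR4_MM at 2.99 ± 1.11 (SD, n = 2) and 3.05 ± 1.01 (SD, n = 2) normalized counts showed no difference detectable at this depth (log2 fold change -0.06, standard error 0.83, adjusted p = 0.97), and the other satellites were too scarce to test.

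**Figure D2:**
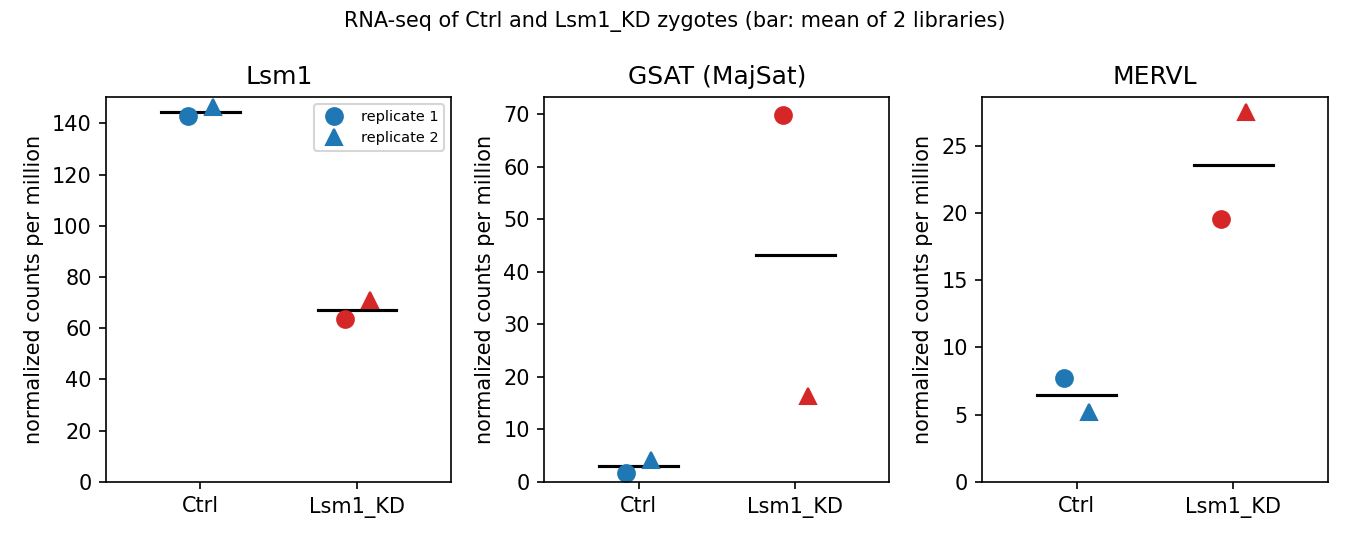
Normalized counts in CPM (vertical axis) of Lsm1, GSAT and MERVL in the Lsm1_KD and Ctrl RNA-seq libraries, 1 point per library, with a bar at the mean of the 2 libraries of each group. Both Lsm1_KD libraries lie below both Ctrl libraries for Lsm1 and above them for GSAT and MERVL.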

So we further assessed the peaks in the RIP-seq results, which confirmed the strong interaction between LSM1 and MajSat RNA (Fig. 3h). 

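MajSat RNA was enriched over input in both the FLAG IP and the Ctrl IP. Counts of GSAT over input, after TMM normalization, were 92.6 and 24.3 in the FLAG libraries and 50.7 and 23.3 in the Ctrl libraries. The log2 ratio of IP to Input was 5.75 (adjusted p = 0.020 from edgeR) for FLAG and 5.35 (adjusted p = 0.0012) for Ctrl, a comparison added after seeing the data. The ratio of these ratios was 0.38 on the log2 scale (standard error 0.97, adjusted p = 0.91), so that the difference between FLAG and Ctrl was smaller than the spread between replicates. It turned to -0.43 without FLAG IP replicate 1 and to -0.31 without Ctrl IP replicate 2. It was 0.92 without FLAG IP replicate 2 and 1.44 without Ctrl IP replicate 1. With library size only it was 1.02 (standard error 1.04). In limma on log2 (TPM + 1) and log2 (TPM + 0.1) it was 1.09 and 1.07 (standard errors 1.13 and 1.00). Between the immunoprecipitates alone, GSAT was 1.90 log2 units higher in the FLAG IP than in the Ctrl IP (adjusted p = 0.54). Receptor genes of smell and pheromones were also higher in FLAG IP replicate 1, at 1209 CPM over all 1456 against 181.1 to 265.7 in the other RIP libraries. GSAT had 2.297 and 1.951 counts per receptor gene count in the FLAG IP and 1.861 and 0.5916 in the Ctrl IP, and over the 1437 receptor genes with under 20 counts in every RNA-seq library 2.67 and 3.38 against 5.07 and 1.91. The positions of reads along the satellite, which Fig. 3h shows, are not part of the values used here. From the peaks of these libraries and from RIP-qPCR, the paper concludes that LSM1 interacts strongly with MajSat RNA. The RIP-qPCR (Fig. 3i), in which the paper reports MajSat RNA enriched over controls, is separate evidence and was not analysed here.

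**Figure D3:**
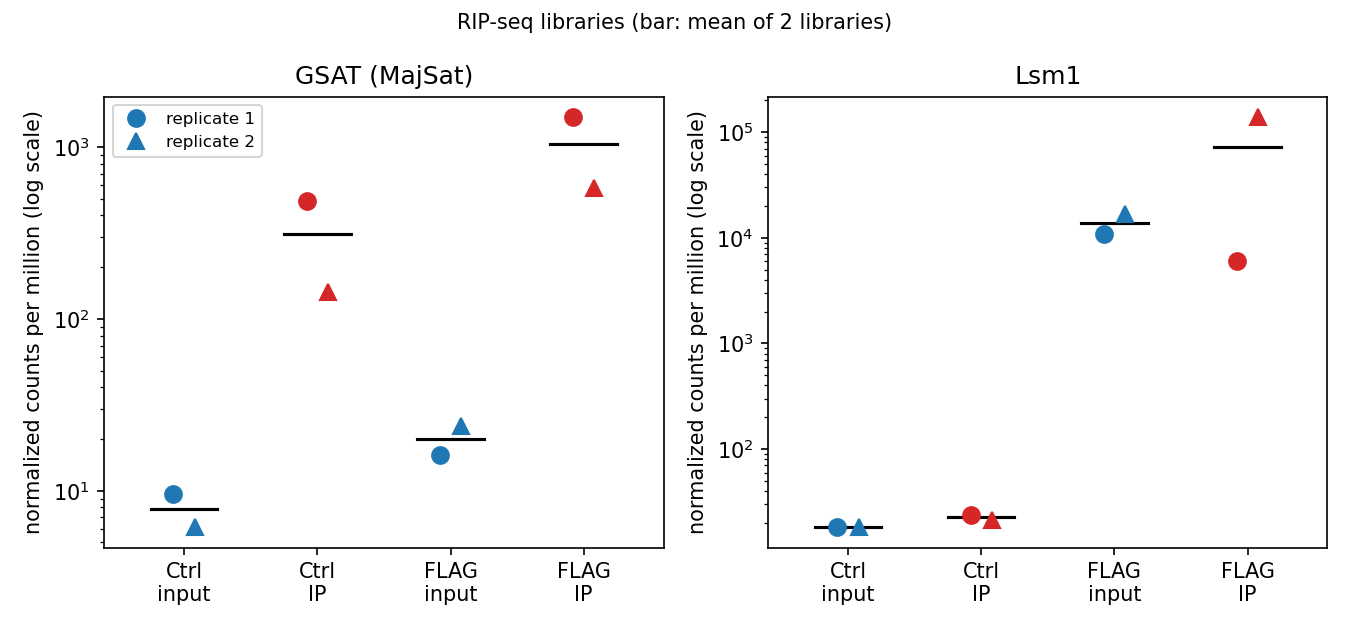
Normalized counts in CPM (vertical axis, log scale) of GSAT and Lsm1 in the 8 RIP-seq libraries, 1 point per library, with a bar at the mean of each kind of library. GSAT lies higher in every IP than in every Input library, and Lsm1 lies higher in every FLAG than in every Ctrl library.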

RIP-qPCR further confirmed the strong interaction of MajSat RNA and LSM1. MajSat RNA was ~10-fold enriched in the LSM1 RIP samples compared with the controls, whereas the levels of H3.1/3.2, H3f3a, and H3f3b, which maintained the same expression in Lsm1_KD zygotes, were comparable between groups (Fig. 3i).

Considering that LSM1 is known to participate in RNA decay^29^, we performed an RNA decay assay to examine whether LSM1 induced MajSat RNA decay. Consistent with our hypothesis, the decay of MajSat RNA was obviously mitigated in Lsm1_KD zygotes (Fig. 3j). Moreover, a negative correlation pattern was found: MajSat RNA was downregulated from MII oocytes to zygotes (Supplementary Fig. 4e), whereas the opposite result was observed for Lsm1 (Supplementary Fig. 4f). These data suggest MajSat RNA as one of the most important decay targets of LSM1 in mouse zygotes.

### Major satellite RNA mediates the impact of Lsm1 KD on nonequilibrium pronuclear H3K9me3 and early embryo development

The above findings raised the question of whether MajSat RNA was the downstream factor of LSM1 with regard to the nonequilibrium pronuclear H3K9me3 and following embryo development. To answer this question, we carried out OE and KD of MajSat RNA (Fig. 4a). Considering that MajSat RNA decreased by half from the MII stage to the zygote stage, we decided to conduct injections at the MII stage. Overexpression of MajSat RNA was carried out by injection of in vitro-transcribed forward-strand RNA with overexpression efficiency confirmed qPCR (Supplementary Fig. 5a). Consistent with our expectation, in MajSat OE group, H3K9me3 gained a bipronuclear distribution similar to that in Lsm1_KD zygotes, with significantly increased H3K9me3 signal in male pronucleus (Fig. 4b), but not all zygotes presented this equilibrium H3K9me3 phenomenon, with ~30% zygotes exhibited the same pattern as the control group (Fig. 4c, d). This implies that other downstream factors exist in addition to MajSat RNA. Together with abnormal H3K9me3, MajSat RNA OE resulted in a significantly decreased blastocyst rate; the rate decreased from 85% in the control group to 49% in the OE group (Fig. 4e, f). On the other hand, knockdown of MajSat RNA using antisense oligos (ASOs) (MajSat ASO: AUAUUTCACGTCCTAAAGUG) had little influence on asymmetric H3K9me3 or embryo development (Supplementary Fig. 5f–i). Furthermore, when we overexpressed MajSat RNA at the early zygote stage, H3K9me3 modification and embryo development were not affected (Supplementary Fig. 5b–e), suggesting that MajSat RNA also functions very early, similar to LSM1.

**Fig. 4:**
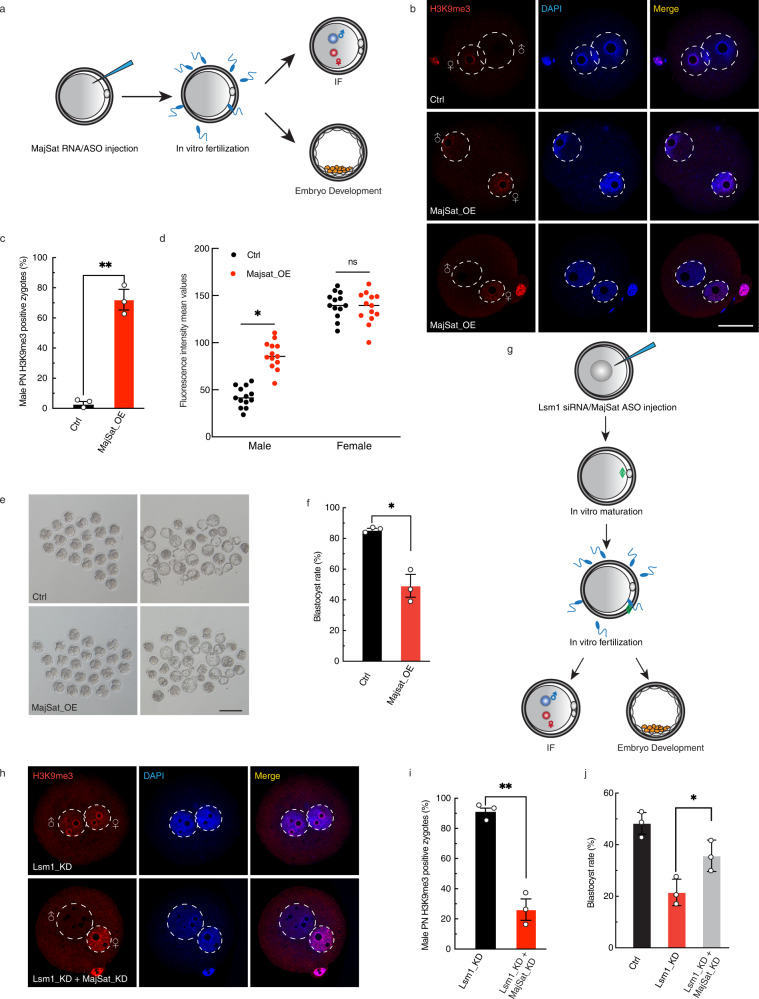
Major satellite RNA mediates the impact of Lsm1 KD on nonequilibrium pronuclear H3K9me3 and early embryo development. **a** Scheme for MajSat oocyte-stage OE and KD experiments. In vitro-transcribed MajSat RNA or ASOs were injected into MII oocytes. After IVF, some of the fertilized oocytes were fixed at the zygote stage for H3K9me3 immunostaining, and the others were cultured in vitro for embryo development assays. **b** Immunostaining for H3K9me3 in representative pronucleus of Ctrl and major satellite RNA overexpression (MajSat_OE) zygotes. Scale bars, 20 µm. Representative images from 3 biological replicates, with each replicate containing ~30 zygotes. **c** Statistics for male pronucleus H3K9me3 in Ctrl and MajSat_OE zygotes. The statistical data are expressed as mean ± SEM, **p < 0.01 (*p* = 0.0016) by two-sided Student’s *t* test for each comparison. Each treatment contains 3 biological replicates, with each replicate containing ~30 zygotes. **d** Scatterplot showing H3K9me3 fluorescence intensity mean values in pronucleus of Ctrl and MajSat_OE zygotes. The statistical data are expressed as mean ± SEM, *p < 0.05 (*p* = 0.0158) and ns (*p* = 0.8390) means not significant by two-sided Student’s t test for each comparison. Each treatment contains 3 biological replicates, with each replicate containing at least 5 zygotes. **e**, **f** Quantification of embryo development competence in response to major satellite RNA. Images of 2-cell embryos and blastocysts (**e**) and statistics for blastocyst rates (**f**) for the Ctrl and MajSat_OE groups were represented. Representative images from 3 biological replicates, with each replicate originating from ~35 injected oocytes. The statistical data are expressed as mean ± SEM, *p < 0.05 (*p* = 0.0119) by two-sided Student’s *t* test for each comparison. Each treatment contains 3 biological replicates, with each replicate originating from ~35 injected oocytes. **g** Scheme for rescue experiments. Lsm1 siRNA and MajSat ASOs were injected at the GV stage, after which IVM and IVF were performed. Some fertilized oocytes were fixed at the zygote stage for H3K9me3 immunostaining, and the others were cultured in vitro for embryo development assays. **h**, **i** Immunostaining of H3K9me3 in Lsm1_KD and Lsm1_KD + MajSat_KD zygotes. Images of H3K9me3 (**h**) and fluorescence intensity mean values (**i**) in pronucleus of Lsm1_KD and Lsm1_KD + MajSat_KD zygotes were represented. Scale bars, 20 µm. Representative images from 3 biological replicates, with each replicate originating from ~30 zygotes. The statistical data are expressed as mean ± SEM, **p < 0.01 (*p* = 0.0016) by two-sided Student’s *t* test for each comparison. Each treatment contains 3 biological replicates, with each replicate originating from ~30 zygotes. **j** Statistics for the blastocyst rates of Ctrl, Lsm1_KD and Lsm1_KD + MajSat_KD zygotes. The statistical data are expressed as mean ± SEM, *p < 0.05 (*p* = 0.0285) by one-way ANOVA test. Each treatment contains 3 biological replicates, with each replicate originating from ~35 injected GV-oocytes.

To further clarify the relationship between LSM1 and MajSat RNA, we tested whether MajSat RNA KD could rescue the phenotypes of Lsm1 KD (Fig. 4g). Under the injection of MajSat ASOs together with Lsm1 KD, asymmetric H3K9me3 was regained, and the male pronucleus began to sequester H3K9me3 (Fig. 4h), about 65% zygotes can be rescued (Fig. 4i), which again implies that other downstream factors exist in addition to MajSat RNA. Along with the amelioration of the epigenetic defect, recovery of embryo development was observed, with the blastocyst formation rate increasing from 20% to 35%, close to that of the control group (Fig. 4j and Supplementary Fig. 5j, k).

Taken together, the results indicated that overabundance of MajSat RNA caused by Lsm1 KD was one of the key reasons for the disturbance of the nonequilibrium pronuclear H3K9me3 and early embryo development.

### Incorrect H3.1/3.2 incorporation introduced by major satellite RNA

Previously, we found that precise localization of H3.1/3.2 and H3.3 together with H3K9me3 was impaired by Lsm1 KD. As MajSat RNA is a key direct effector of LSM1, overexpression of MajSat RNA could indeed reproduce the same phenomenon. H3.3, which is believed to be located in the male pronucleus, almost disappeared from its former place after MajSat RNA OE, 63% zygote showed decreased H3.3 deposition. On the other hand, H3.1/3.2 became more condensed in the male pronucleus, 68% zygote showed increased H3.1/3.2 deposition (Fig. 5a, b). That is, overexpression of MajSat RNA also resulted in the loss of nonequilibrium pronuclear histone variants. Furthermore, knockdown of MajSat RNA partially ameliorated the abnormal H3.1/3.2 and H3.3 male pronuclear distribution in Lsm1_KD zygotes (Supplementary Fig. 6a).

**Fig. 5:**
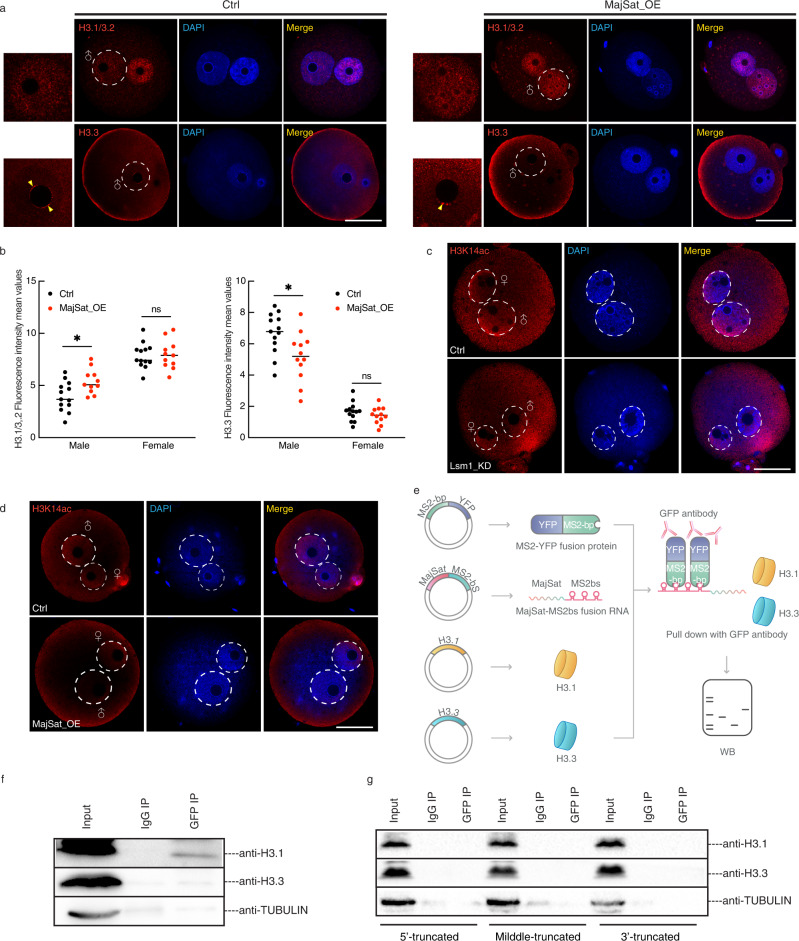
Abnormal H3K9me3 is incidental to incorrect H3.1/3.2 incorporation introduced by major satellite RNA. **a** Immunostaining for H3.1/3.2 and H3.3 in representative pronucleus of Ctrl and MajSat_OE zygotes. Scale bars, 20 µm. Representative images from 3 biological replicates, with each replicate containing at least 10 zygotes. **b** Scatterplot showing H3.1/3.2 and H3.3 fluorescence intensity mean values in pronucleus of Ctrl and MajSat_OE zygotes. The statistical data are expressed as mean ± SEM, *p < 0.05 and ns means not significant (H3.1/3.2: male *p* = 0.0438, female *p* = 0.6590, H3.3: male *p* = 0.0380, female *p* = 0.5885) by two-sided Student’s *t* test for each comparison. Each treatment contains 3 biological replicates, with each replicate containing at least 5 zygotes. **c** Immunostaining for H3K14ac in representative pronucleus of Ctrl and Lsm1_KD zygote. Scale bars, 20 µm. Representative images from 3 biological replicates, with each replicate containing at least 10 zygotes. **d** Immunostaining for H3K14ac in representative pronucleus of Ctrl and MajSat_OE zygote. Scale bars, 20 µm. Representative images from 3 biological replicates, with each replicate containing at least 10 zygotes. **e** Scheme for the RNA pulldown to determine the interaction between MajSat RNA and H3.1/H3.3. **f**, **g** Pulldown of H3.1, H3.3 using intact and truncated MajSat RNA. Representative images from 3 biological replicates.

The synchronous changes in H3K9me3 and histone H3 variants prompted the hypothesis that incorrect H3.1/3.2 incorporation resulted in abnormal H3K9me3. As described previously, H3.1/3.2 and H3.3 exhibit different modification preferences; in particular, K9me3 and K27me3 are more enriched on H3.1, while K14ac is more common on H3.3^28^. Therefore, if the H3K9me3 modification change is a consequent event of H3 variant incorporation, the same should happen to H3K14ac and H3K27me3. As expected, the H3K14ac signal in the male pronucleus decreased sharply under Lsm1 KD (Fig. 5c). The same phenomenon was found in MajSat RNA-overexpressing zygotes, and H3K14ac lost the male pronuclear distribution, similar to the case in Lsm1_KD zygotes (Fig. 5d). However, H3K27me3 was an exception, after Lsm1 KD, H3K27me3 still exhibited a female pronucleus-specific distribution (Supplementary Fig. 6b). This could be explained by a shortage of EZH2, the main factor of PRC2, as it accumulates from the late zygote stage^11,41,42^.

The next question was how MajSat RNA mediated this process. Previous studies have reported the chromatin association property of MajSat RNA^43^, moreover, it is also located in the male pronucleus^43^, so we tested the possibility that MajSat RNA might possess different affinities for H3.1 and H3.3. To detect the binding between RNA and protein, we employed the MS2 system^44^, MS2 stem-loop-linked MajSat RNA, GFP-tagged MS2 protein, and mouse H3.1 and H3.3 were all introduced into HEK293T cells (Fig. 5e). The IP efficiency was confirmed by MajSat RNA qPCR, showing ~10 times enrichment compared to the IgG control (Supplementary Fig. 6c). When detecting histones by western blot analysis, we found that H3.1 was pulled down by MajSat RNA, while H3.3 was almost undetectable (Fig. 5f). To further confirm the interaction domain between MajSat RNA and H3.1, pull-down experiment was conducted using the RNA with truncation at its 5’-end, middle and 3′-end, the results showed that none of part was dispensable for the MajSat RNA’s H3.1 binding ability (Fig. 5g). Thus, we supposed that H3.1 was recruited and incorporated into the male pronucleus by overexpressed MajSat RNA, resulting in abnormal histone modifications.

### Lsm1 originates from both gametes to help establish totipotency

Thus far, our results revealed that Lsm1 was indispensable for supporting nonequilibrium pronuclear histones and subsequent embryo development, mainly because it decayed MajSat RNA. Considering its functional time window, Lsm1 seemed to be a maternal factor. However, when we examined its RNA level, we found an ~1-fold increase from MII oocytes to zygotes (Supplementary Fig. 4f). This phenomenon raised the question of the origin of the additional Lsm1 mRNA. We hypothesized that Lsm1 mRNA was either transcribed immediately after fertilization or carried with the sperm. To test the first possibility, we treated zygotes with the transcription inhibitor actinomycin D, but the Lsm1 RNA level remained the same as that of the control group (Supplementary Fig. 6d). For the latter, we examined Lsm1 mRNA in sperm and found that it was indeed present (Supplementary Fig. 6e). Considering that sperm harbor many RNA fragments^45,46^, we further confirmed the existence of intact Lsm1 mRNA by both PCR (Fig. 6a) and sequencing (Supplementary Fig. 6f). Furthermore, this result was also supported by third-generation RNA-seq data of mouse sperm^47^. Thus, we clarified that Lsm1 originated from both gametes.

**Fig. 6:**
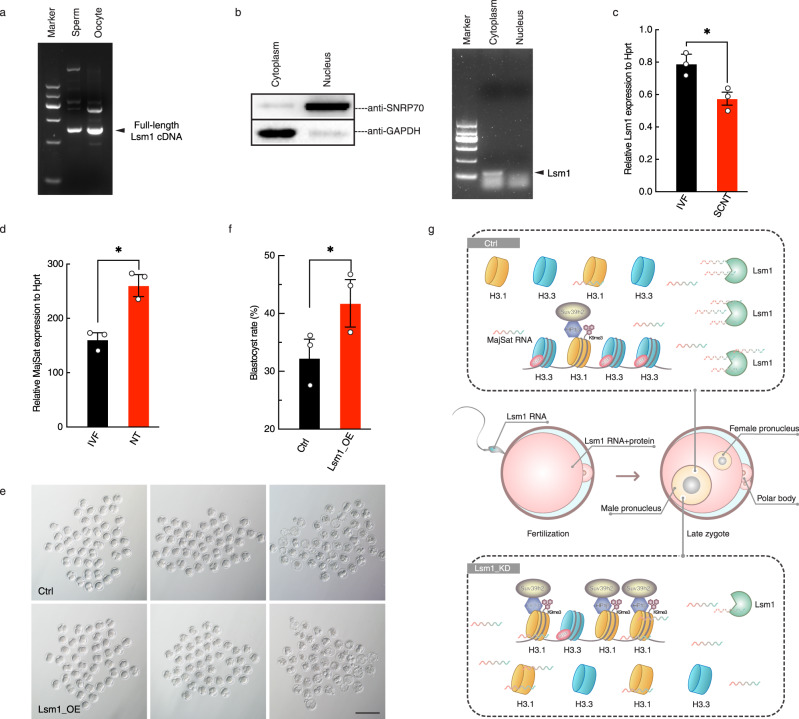
Lsm1 originates from both gametes and helps establish totipotency. **a** Agarose gel electrophoresis of RT–PCR amplification of full-length Lsm1 mRNA from sperm and oocytes. Representative images from 3 biological replicates. **b** Agarose gel electrophoresis of RT–PCR detection of Lsm1 mRNA from cytoplasm and nucleus of somatic cells. Representative images from 3 biological replicates. **c** Lsm1 mRNA levels between IVF and SCNT zygotes as quantified by qPCR. The statistical data are expressed as mean ± SEM, *p < 0.05 (*p* = 0.0409) by two-sided Student’s *t* test for each comparison. Each reaction for qPCR analysis contains 3 biological replicates, with each replicate from 50 zygotes. **d** MajSat RNA level between IVF and SCNT zygotes as quantified by qPCR. The statistical data are expressed as mean ± SEM, *p < 0.05 (*p* = 0.0137) by two-sided Student’s *t* test for each comparison. Each reaction for qPCR analysis contains 3 biological replicates, with each replicate from 50 zygotes. **e**, **f** Quantification of SCNT embryo developmental competence in response to Lsm1 overexpression (Lsm1_OE). Images of 2-cell embryos and blastocysts for the Ctrl and Lsm1_OE groups (**e**) and statistics for blastocyst rates (**f**) were represented. Scale bars, 100 µm. Representative images from 3 biological replicates, with each replicate originating from ~35 embryos. The statistical data are expressed as mean ± SEM, *p < 0.05 (*p* = 0.0428) by two-sided Student’s *t* test for each comparison. Each treatment contains 3 biological replicates, with each replicate contains ~35 embryos. **g** Proposed model for the regulation of nonequilibrium pronuclear histone variants and concomitant asymmetric histone modifications by LSM1-induced major satellite RNA decay.

Given the gametal origination and critical function of Lsm1, there was a chance that the materials from sperm contribute to totipotency establishment. To investigate this possibility, we employed somatic cell nuclear transfer (SCNT), in which the donor nucleus instead of sperm was injected into the oocyte, thus the insufficient germ cell factors would be one of the reasons affecting totipotency establishment in SCNT embryo. Considering most Lsm1 mRNA existed in cytoplasm rather than nuclear in somatic cells (Fig. 6b), we sought to determine whether insufficient Lsm1 is one of the factors affecting SCNT efficiency. As expected, Lsm1 mRNA levels were ~25% lower in SCNT zygotes than in IVF zygotes (Fig. 6c); in addition, an ~1-fold higher dose of MajSat RNA was found in the SCNT group than in the control group (Fig. 6d). When we injected the in vitro-transcribed Lsm1 mRNA into MII oocytes prior to SCNT, the blastocyst rate increased from 32.3 ± 3.3% to 41.8 ± 4.1% (Fig. 6e, f). Thus, the additional Lsm1 could partially compensate for the defects in SCNT embryos.

Taken together, our findings demonstrate that the germ cell-originated factor Lsm1 safeguards nonequilibrium pronuclear histones and histone modification from MajSat RNA, thus contributing to the regulation of the totipotency establishment and embryo development.

## Discussion

Accurate control of epigenetic modifications is a very important aspect of cell fate determination. In the process of totipotency establishment and early embryo development, epigenetic reprogramming takes place and must be regulated precisely, however, the mechanisms are far from elucidated due to multiple layers of regulation^48,49^. Based on the evidence presented in this study, we propose a model for accurate histone incorporation and incidental modifications specified by LSM1 through pericentromeric RNA in the male pronucleus (Fig. 6g).

Upon fertilization, orchestral histone H3 variant incorporation into the pronucleus is critical for embryo development^50^. H3.3 is preferentially incorporated into the male pronucleus shortly after fertilization, but this asymmetry disappears after two cell stage^16,17^. Moreover, the accurate H3.3 landscapes in mouse oocytes and early embryos have been delineated, which provides us a powerful resource to study H3 variants function in embryo development^26^. ATRX and DAXX have been reported to facilitate H3.3 incorporation^20,51,52^, but the reason for pronuclear specificity is still not clear. Our data show that MajSat RNA possesses a higher affinity for H3.1 than for H3.3, and given its higher enrichment in the male pronucleus than in the female pronucleus^43^, MajSat RNA might be the key to unveiling the mechanism by which nonequilibrium pronuclear histones are established.

Switching of the histone variant results in changes in histone modifications. H3.1 and H3.3 possess distinct accessibility for several modifications; for example, compared to H3.3, H3.1 more easily obtains K9me3 and K27me2/3, whereas H3.3 preferentially obtains K14ac^28^. In our study, Lsm1 KD or MajSat RNA OE led to incorrect H3.1/3.2 incorporation and synchronous changes in H3K9me3 and H3K14ac, but not in H3K27me3, implying that different precise regulations existed. H3K9me3 and H3K27me3 are regarded as two main repressive histone modifications usually marking heterochromatin, both of which exhibit female pronucleus-specific localization in zygotes. Indeed, decreased opening of chromatin indicated by the high DAPI signal could be found in the male pronucleus in Lsm1_KD or MajSat RNA OE embryos. Recent studies have determined the vital role of Ezh2 in zygotic H3K27me3 establishment^42,53^. Considering the dramatic increase in EZH2 after PN3 in previous data^42,54^, an insufficient protein level of Ezh2 in early zygotes might serve as the limiting factor for unchanged H3K27me3 under Lsm1 KD or MajSat RNA OE.

The complex relationship between MajSat RNA and embryo development has been studied, with a focus on the stages after the late zygote stage. It is well accepted that MajSat RNA is expressed throughout preimplantation development, peaking at the 2-cell stage, with preferential localization in the male pronucleus in zygotes^43,55^. The Almouzni group reported that MajSat RNA undergoes a strand-specific burst at the 2-cell stage and that interference with its reverse transcripts rather than its forward transcripts at the zygote stage results in obvious developmental arrest^56,57^. In addition, the Torres group found that preimplantation development was compromised by inefficient production of major satellite double-stranded RNA, which is essential for silencing pericentromeric chromatin through the RNAi pathway^16^.

As major components of heterochromatin, the transcripts of pericentromeric chromatin participate in the establishment of heterochromatin, which in turn suppresses the transcription of pericentromeric chromatin^58^. MajSat RNA can interact with SUV39H2 and induce locus-specific H3K9me3 modification by SUV39H2 and HP1 recruitment^59^. However, another study has confirmed the binding property but reported that the enzyme activity of SUV39H2 is attenuated with increasing concentrations of MajSat RNA and that zygote injection of major satellite dsRNA attenuates H3K9me3 levels in the male pronucleus^13^. In this study, we conducted forward-strand RNA injection at the oocyte stage and found H3K9me3 accumulation at the male pronucleus and impaired embryo development. The different readouts of these experiments could be explained in two ways. The different strands of double-stranded MajSat RNA might have different functions. Another key possibility is an effect of the time window. Unlike oocyte injection, zygote injection of MajSat RNA had no vital effect in our study, as at the zygote stage, H3.3 had already been incorporated into the male pronucleus.

Thus, the sharp decrease in MajSat RNA (probably together with other repeat-derived RNAs) upon fertilization seems critical to epigenetic reprogramming and totipotency establishment, and the triggers might be germ cell factors such as Lsm1. As we showed in this study, interference of Lsm1 resulted in impairment of the pronuclear histone profile and subsequent embryo development. LSM1 belongs to the LSM protein family functioning in RNA decay and splicing^37^. LSM1 usually cooperates with LSM2–7 to form a ring-like complex, bind with RNA and further recruit PAT1 to initiate RNA decay^60^. Based on previous studies, LSM1 mainly participates in the decay of mRNA, especially histone mRNA^61^. However, our results provide evidence that repeat element-derived noncoding RNAs are the main targets of LSM1 in zygotes. When Lsm1 is interfered, insufficient major satellite RNA decay leads to excessive H3.1 recruitment and impaired male pronuclear H3.3 incorporation. LSM1-induced MajSat RNA decay is not only indispensable for normal embryo development after fertilization but also insufficient in cloned embryos and could ameliorate developmental defects to some extent. Furthermore, these results strongly suggest that the neglected mRNAs carried by sperm are worthy of additional research.

In summary, our study illustrates the vital role of LSM1-induced MajSat RNA decay in nonequilibrium pronuclear histones and embryo development. Thus, these data provide some insights into epigenetic reprogramming and totipotency establishment upon fertilization. Our results highlight the key roles of repeat element-derived noncoding RNAs in modulating pronucleus-specific epigenetic modifications in early embryos. We believe that exploration of these noncoding RNAs will shed light on the mechanisms of accurate epigenetic control of cell fate determination in the future.

## Methods

### Mice

Specific pathogen-free (SPF)-grade mice, including C57BL/6J, DBA2 and BDF1 mice, were housed in the animal facility at Tongji University, Shanghai, China. Female BDF1 hybrid mice (6–8 weeks old), from which GV- and MII-phase oocytes were collected for the experiment, were obtained by mating female C57BL/6 J mice with male DBA/2 mice. All the mice had free access to food and water, and were housed in 12 hours light/12 hours dark cycle 22.1–22.3 °C and 33–44% humidity. All experiments were performed in accordance with the University of Health Guide for the Care and Use of Laboratory Animals and were approved by the Biological Research Ethics Committee of Tongji University.

### Cell culture

Human HEK293T cell line was purchased from ATCC (American Type Culture Collection) with catalog number CRL-3216. Mouse embryonic fibroblasts (MEFs) were derived from embryos at embryonic day 12.5-13.5 (E12.5-E13.5) in our laboratory. HEK293T cell and MEFs were grown in DMEM (Gibco) supplemented with 10% FBS (Gibco) and 1 mM l-glutamine (Merk Millipore) at 37 °C in a humidified 5% CO_2_ incubator. The cells were cultured in healthy condition without mycoplasma contamination.

### Oocyte and embryo collection

For GV oocyte collection, female BDF1 mice (6–8 weeks old) were superovulated by injection with 6 IU each of pregnant mare serum gonadotropin (PMSG), and at 48 hours after injection, the mice were sacrificed to recover ovaries. The large follicles (larger than 300 μm in diameter) on the ovaries were ruptured in M2 medium containing 2 μM milrinone to release COCs. COCs with more than three layers of unexpanded cumulus cells and containing oocytes >70 μm in diameter and with homogenous cytoplasm were collected.

For MII oocyte collection, female BDF1 mice (6–8 weeks old) were superovulated by injection with 6 IU of pregnant mare serum gonadotropin (PMSG) followed by injection of 6 IU of human chorionic gonadotropin (hCG) (San-Sheng Pharmaceutical) 48 hours later. The superovulated mice were killed 13.5 hours after hCG injection, and the oviductal ampullae were broken in M2 medium to release newly ovulated oocytes.

For zygote collection, superovulated female mice were mated with male BDF1 mice. Then, the zygotes were collected from the oviducts of the female mice at 20 hours after hCG injection.

### GV oocyte injection experiment

For GV oocyte microinjection, fully-grown COCs were pipetted with a small-bore pipette to remove cumulus cells and obtain denuded oocytes, and the oocytes were cultured in maturation medium with 2 μM milrinone (Merck Millipore) to inhibit spontaneous GV breakdown. All injections were performed with a Piezo-driven micromanipulator. Denuded oocytes were injected with 5 to 10 pL of sample per oocyte. After injection, the oocytes were washed and cultured in maturation medium plus 2 μM milrinone at 37 °C with 5% CO_2_ for 2 hours and then transferred to maturation medium.

The microinjected denuded GV oocytes were cultured in maturation medium at 37 °C in a humidified atmosphere of 5% CO_2_ in air. The maturation medium used was tissue culture medium-199 (TCM-199; Gibco) supplemented with 10% (v/v) fetal bovine serum (Gibco), 1 µg/mL 17β-estradiol, 24.2 mg/mL sodium pyruvate, 0.05 IU/mL follicle-stimulating hormone, 0.05 IU/mL luteinizing hormone, and 10 ng/mL epidermal growth factor. MII oocytes were selected 22–24 hours after culture and prepared for in vitro fertilization. The maturation rate was calculated by the number of MII oocyte compared to total injected oocytes.

Then IVF was conducted to matured MII oocytes, sperm collected from the cauda epididymides of adult male BDF1 mice were incubated in G-IVF™ PLUS medium (Vitrolife, 10136) for 20–30 minutes at 37 °C under 5% CO_2_ to induce sperm swim-up. The zona pellucida of each MII oocyte was punched to make a small hole using a Piezo-drill micromanipulator. Oocytes were then placed in the prepared sperm suspension in G-IVF™ PLUS medium (Vitrolife, 10128). At 5 hours post fertilization (hpf), these embryos were washed and cultured in G-IVF™ PLUS medium. The fertilized oocytes were thoroughly washed and cultured in G-1™ PLUS medium at 37 °C under 5% CO_2_.

The blastocyst rate was calculated by the number of blastocysts compared to total fertilized oocytes.

The sequence of the injected oligonucleotides were listed in Supplementary Data 1.

### MII oocyte injection experiment

For MII oocytes zygote microinjection, the oocytes were treated with hyaluronidase (Sigma), and then they were injected with 5 to 10 pL of sample per oocyte. After injection, the oocytes were washed and cultured in CZB medium.

Then IVF was conduct to injected MII oocytes the same as above, and the blastocyst rate was calculated by the number of blastocysts compared to total fertilized oocytes.

The sequence of the injected oligonucleotides were listed in Supplementary Data 1.

### Zygote injection experiment

For zygote microinjection, the zygotes were treated with hyaluronidase (Sigma), and then they were injected with 5 to 10 pL of sample per zygote. After injection, the zygotes were washed and cultured in G-1™ PLUS medium at 37 °C under 5% CO_2_. The blastocyst rate was calculated by the number of blastocysts compared to total fertilized oocytes.

The sequence of the injected oligonucleotides were listed in Supplementary Data 1.

### In vitro transcription and preparation of RNAs for microinjections

The sequences of 3XFlag-tagged Lsm1 and 471 bp MajSat RNA driven by the T7 promoter were synthesized and ligated into pUC57_Plasmid purchased from Genewiz. The sequence of MajSat RNA is 471 bp GAST sequence which can be found at Repbase (https://www.girinst.org/repbase/update/index.html). The plasmids were linearized and subjected to phenol–chloroform extraction and ethanol precipitation as templates for in vitro transcription. Mouse 3XFlag-tagged Lsm1 mRNA was synthesized with an mMESSAGE mMACHINE™ T7 ULTRA Transcription Kit (Thermo Fisher Scientific, AM1345) according to the manufacturer’s instructions. Mouse 471 bp MajSat RNA was synthesized with a MEGAscript™ T7 Transcription Kit (Thermo Fisher Scientific, AM1333) according to the manufacturer’s instructions. Both RNAs were recovered by lithium chloride precipitation and resuspended in nuclease-free water. The integrity of the synthesized mRNA was confirmed by electrophoresis. The precipitated RNA was dissolved in H_2_O at several concentrations and stored at −80 °C until use.

To prepare RNA for microinjection, 3XFlag-tagged Lsm1 mRNA was diluted to 100 ng/μL, and MajSat RNA was diluted to 150 ng/μL before injection.

### Immunofluorescent staining and confocal microscopy for oocytes and embryos

Oocytes and embryos were fixed with 4% paraformaldehyde (Sigma) overnight at 4 °C and then permeabilized with 0.5% Triton X-100 for 5 minutes at room temperature. The samples were blocked with 3% bovine serum albumin (BSA) (Sigma) at 25 °C for 1–2 hours and then incubated with the primary antibodies anti-H3K9me3 (Active Motif, 39161, 1:100), anti-H3K27me3 (Diagenode, C15410195, 1:200), anti- H3K14ac (Active Motif, 39599, 1:50), anti- CBX1 (Proteintech, 10241-2-AP, 1:50), anti- H3.1/3.2 (Cosmo Bio, CAC-CE-039B, 1:100), anti- H3.3 (Thermo Fisher Scientific, MA5-24667, 1:100), anti- ATRX (Santa Cruz, sc-55584, 1:100) overnight at 4 °C. After washing three times with TBST, the samples were incubated with the appropriate secondary antibodies -Alexa Fluor® 594 Donkey Anti-Rabbit IgG (H + L) Antibody (Fisher Scientific, A-21207, 1:500) and Alexa Fluor® 594 Donkey Anti-Mouse IgG (H + L) Antibody (Fisher Scientific, A-21203, 1:500) - for 1–2 hours. The nuclei were stained with 4′,6-diamidino-2-phenylindole (DAPI) for 5 minutes. The oocytes and embryos were mounted on glass slides with SlowFade Gold Antifade Reagent (Life Technologies) and examined under a confocal laser scanning microscope (Zeiss LSM880, Carl Zeiss).

Fluorescence intensity quantitative analysis was conduct according to previous method^62–64^. Brifely, for each experimental series, all the images were acquired with identical settings. A single plane with maximum amount of chromatin and maximum fluorescence intensity was selected to take photograph for further analysis. Relative fluorescence intensities were measured on the raw images of male and female pronucleus regions by cropping the exact areas using the ZEN software (Carl Zeiss Microscopy) under fixed parameters across all the samples.

### Sample harvest for total RNA-seq, RIP-seq

The zona pellucidae of the zygotes was removed with 0.5% pronase E (Sigma) and then incubated in Ca^2+^-free CZB medium for 10−20 minutes. Polar bodies were removed by gentle pipetting using a fire-polished glass needle. After 3 washes with PBS with 0.5% BSA, each sample was frozen in liquid nitrogen and stored at −80 °C for later manipulation.

### RNA-Seq for small amounts of RNA

We followed the methods described previously for single-cell RNA-seq^65^. Briefly, 2–5 embryos were collected as one replicate. The zona pellucidae of the embryos were removed with 0.5% protease E. The embryos were washed 5–6 times in 0.5% BSA in PBS before being placed into cell lysis buffer. After incubation at 70 °C for 90 seconds, reverse transcription for first-strand cDNA synthesis was performed using SuperScript III Reverse Transcriptase (Thermo Fisher Scientific, 18080044). After second-strand cDNA synthesis, the cDNA library was amplified for 16–18 cycles based on the embryo number. For library construction, the amplified cDNA was sheared into 200–300 bp fragments using the Covaris S220 system. The libraries were generated using a KAPA HyperPlus Library Preparation Kit (KAPA Biosystems, KK8504) following the manufacturer’s instructions. The libraries were sequenced on an Illumina NovaSeq 6000 platform with paired ends and 150-bp read lengths at Berry Genomics.

### RIP-seq

RIP was performed as described previously with some modifications^66^. Briefly, 300 oocytes were lysed using PLB (15 mM Tris-HCl pH 7.5, 50 mM NaCl, 5 mM MgCl_2_, 1% Triton, 0.15 mM Na_3_VO_4_, 10 mM β-glycerophosphate, 1 mM MDTT (Sigma–Aldrich, 646563), protease inhibitors (Sigma–Aldrich, P8340), 40 U RNaseOUT (Invitrogen, 10777–019), 100 μg/mL cycloheximide (Sigma–Aldrich, C7698) and 2 mM vanadyl ribonucleoside (NEB, S1402S). Ten percent of the lysate was collected as input, and the rest was incubated with ANTI-FLAG® M2 Affinity Gel (Millipore, A4596) at 4 °C on a rotor overnight. The gels were washed with PLB for four times each time 10 minutes. In the final wash, 1 M urea was added. RNAs from the input and IP samples were isolated using TRIzol Reagent and chloroform, except that a 1/10 volume of 3 M NaAc and 1 μL of glycogen were added to the aqueous phase of each sample. The RNAs were then precipitated with isopropanol and washed twice with 75% ethanol before they were eluted with nuclease-free water. Finally, the purified RNAs were subjected to library generation using a SMARTer Stranded Total RNA-Seq Kit (Takara Bio, 634412). The libraries were sequenced on an Illumina NovaSeq 6000 platform with paired ends and 150-bp read lengths at Berry Genomics.

### RNA isolation and real-time RT–PCR

Total RNA was extracted with TRIzol reagent according to the manufacturer’s instructions. cDNA was prepared with a SuperScript III First-Strand Synthesis System using random hexamer oligonucleotide primers. qPCR was carried out using TB Green Premix Ex Taq II (Takara Bio, RR820A) and monitored with a 7500 Fast Real-Time PCR System, and three technical replicates were performed for each sample. Data were analyzed using DART-PCR^67^. The relative expression level of each gene was normalized to the level of the reference gene Hprt or β-Actin. Primers were listed in Supplementary Data 1.

### Plasmid transfection and MS2bp-YFP RNA pulldown

An MS2bp-MS2bs-based RIP assay was performed as described previously^68^. In brief, pcDNA3.1-MajSAT-MS2bs, pcDNA3.1-H3.1/H3.3 and MS2bp-YFP plasmids were constructed. Transient plasmid transfection of HEK293T cells was performed with Lipofectamine 2000 (Invitrogen). 48 hours after transfection, cells were harvested for crosslinking with 600 mJ/cm^2^ of 254 nm UV light and then lysed by lysis buffer (50 mM Tris-HCl [pH 7.5], 150 mM NaCl, 10% glycerol, and 0.5% NP-40, with protease and RNase inhibitors added before use). After centrifugation at 12,000 × g for 10 minutes, the supernatant was subjected to preclearing by incubation with Dynabeads™ Protein A (Thermo Fisher Scientific, 10002D) with rotation at 4 °C for 30 minutes. Ten percent of the supernatant was kept as input, and the rest was aliquoted equally into two parts for GFP antibody which can specifically bind with GFP (Invitrogen, A11122) and IgG (Sigma-Aldrich, 12-370) antibody incubation. After 2 hours of rotation at 4 °C, protein A beads were added, and the samples were incubated with rotation at 4 °C overnight. The beads were washed with wash buffer (60 mM Tris–HCl [pH 7.4], 300 mM KCl, 12 mM MgCl_2_, 1% NP40, 1 mM DTT, RNase inhibitors, and 100 μg/mL cycloheximide) for three times each time 10 minutes. In the final two washes, 1 M urea was added. SDS sample buffer was added to the beads, and the eluates were used for western blot analysis.

### Western blotting

The samples were lysed with SDS sample buffer and heated for 5 minutes at 95 °C. The proteins were separated by 10% SDS–PAGE and electrophoretically transferred to PVDF membranes, which were blocked in TBST containing 5% BSA for 1 hours. The membranes were then incubated with primary antibodies at 4 °C overnight. The primary antibodies were as follows: anti-H3.1 (Novus Biologicals, NBP2-75524, 1:1000), anti-H3.3 (Thermo Fisher Scientific, MA5-24667, 1:1000), anti-TUBULIN (Proteintech, 66031-1-Ig, 1:2000), anti-SNRP70 (Abcam, ab83306, 1:1000) and anti-GAPDH (Proteintech, 10494-1-AP, 1:1000). The membranes were washed in TBST, incubated with an HRP-linked secondary antibody - Amersham ECL Rabbit IgG, HRP-linked whole Ab (Cytiva, NA934, 1:10,000) and Amersham ECL Mouse IgG, HRP-linked whole Ab (Cytiva, NA931, 1:10,000) - for 1 hour at room temperature, and washed three times with TBST. The protein signals were measured using High-Sig ECL Western Blot Substrate (Tanon) and visualized with a ChemiDoc MP imaging system. The uncropped and unprocessed scans of the blots were provided in the Source Data file.

### MajSat RNA decay assay

An RNA decay assay was performed as previously described with some modifications^69^. In brief, zygotes were treated with actinomycin D (Sigma, A9415), and then samples were collected at 0 hour, 2 hours, 4 hours, and 8 hours after actinomycin D treatment. Total RNA was extracted and purified using the same method as that used for RIP-seq, and cDNA was prepared with a SuperScript III First-Strand Synthesis System using random hexamer oligonucleotide primers. MajSat RNA was detected by real-time PCR analysis, and the expression was normalized to the expression of the control gene 18S.

### Nuclear and cytoplasmic extraction

Nuclear and cytoplasm of MEF cells were separated and extracted by NE-PER™ Nuclear and Cytoplasmic Extraction Reagents (Thermo Scientific, 78833) according to the manufacturer’s protocol. The protein level of SNRP70 (cytoplasmic) and GAPDH (nuclear) in cytoplasmic and nuclear fraction was checked to estimate separation efficiency.

### RNA-Seq and RIP-seq data analysis

All sequencing data from the Illumina HiSeq X-ten platform or Illumina NovaSeq 6000 (Berry Genomics) were trimmed with Cutadapt (v2.3) to remove adapter sequences and low-quality reads. The quality control of RNA-Seq and RIP-seq data was performed using FastQC (v0.11.8) and MultiQC (v1.11) and all trimmed data passed this step. The trimmed sequencing reads were further mapped to the mm10 reference genome using STAR (v 2.7.8a) with the “–outFilterIntronMotifs RemoveNoncanonicalUnannotated” parameters. The bigWig file for each sample was normalized according to the sequencing depth using the BEDtools (v2.29.2) genomecov function, for visualization in IGV (v2.11.0). The expression level of each transcript was quantified as transcript per million (TPM) using Salmon (v0.8.2), including RefSeq annotated RNA transcripts and transposon sequences downloaded from Repbase (v25.06). We used the pipeline, PipeRNAseq (https://github.com/sunyumail93/PipeRNAseq), in our data processing to enhance the automation and reproducibility of the above steps. Salmon output files were further imported in R 3.5.0 using the tximport (v1.20.0) package for downstream analysis. Differential expression analysis was performed using DESeq2 (v1.32.0) package with adjusted *p* value < 0.05. Functional enrichment analysis was performed using clusterProfiler (v4.0.0) package, and visualized using “enrichGO”, “barplot” and “dotplot” functions. We focused on Gene Ontology terms including Molecular Function, Cellular Component, and Biological Process. We also summarized the downstream analysis into a wrapper R package, easyRNAseqDE (https://github.com/sunyumail93/easyRNAseqDE). To specifically visualize RNA-Seq and RIP-seq data mapped to each transposon family, paired-ends reads were mapped directly to transposon consensus sequences using bowtie2 (v2.3.5.1). The un-mapped reads were filtered out using Samtools (v1.11), and mapped fragments were inferred from the mapped read pairs. We finally plotted the mapped fragments on each transposon consensus sequence and visualized the signals using R (v3.5.0).

### Statistical analysis

All statistical analyses were performed with GraphPad Prism 7.0 software, except genome-wide data analyses, which were performed in R/Bioconductor. Details of the individual tests were outlined within each figure legend, including the number and type of replicates (*n*), and the error is reported as either the standard deviation (SD) or standard error of the mean (SEM). For all statistics, significance is indicated as follows: *p < 0.05, **p < 0.01 and ***p < 0.001, ns means not significant. Significance was calculated by two-sided Student’s *t* test unless specifically noted otherwise in the legend. Welch’s correction was applied to *t* tests whenever the variance was unequal between conditions.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

The total RNA-seq and RIP-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE179556. All other data supporting the findings of this study are available from the corresponding authors on reasonable request. Source data for the figures and supplementary figures are provided as a Source Data file. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: LSM1-mediated Major Satellite RNA decay is required for nonequilibrium histone H3.3 incorporation into parental pronuclei
**Source:** Nat Commun. 2023 Feb 21;14:957. doi: 10.1038/s41467-023-36584-z
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

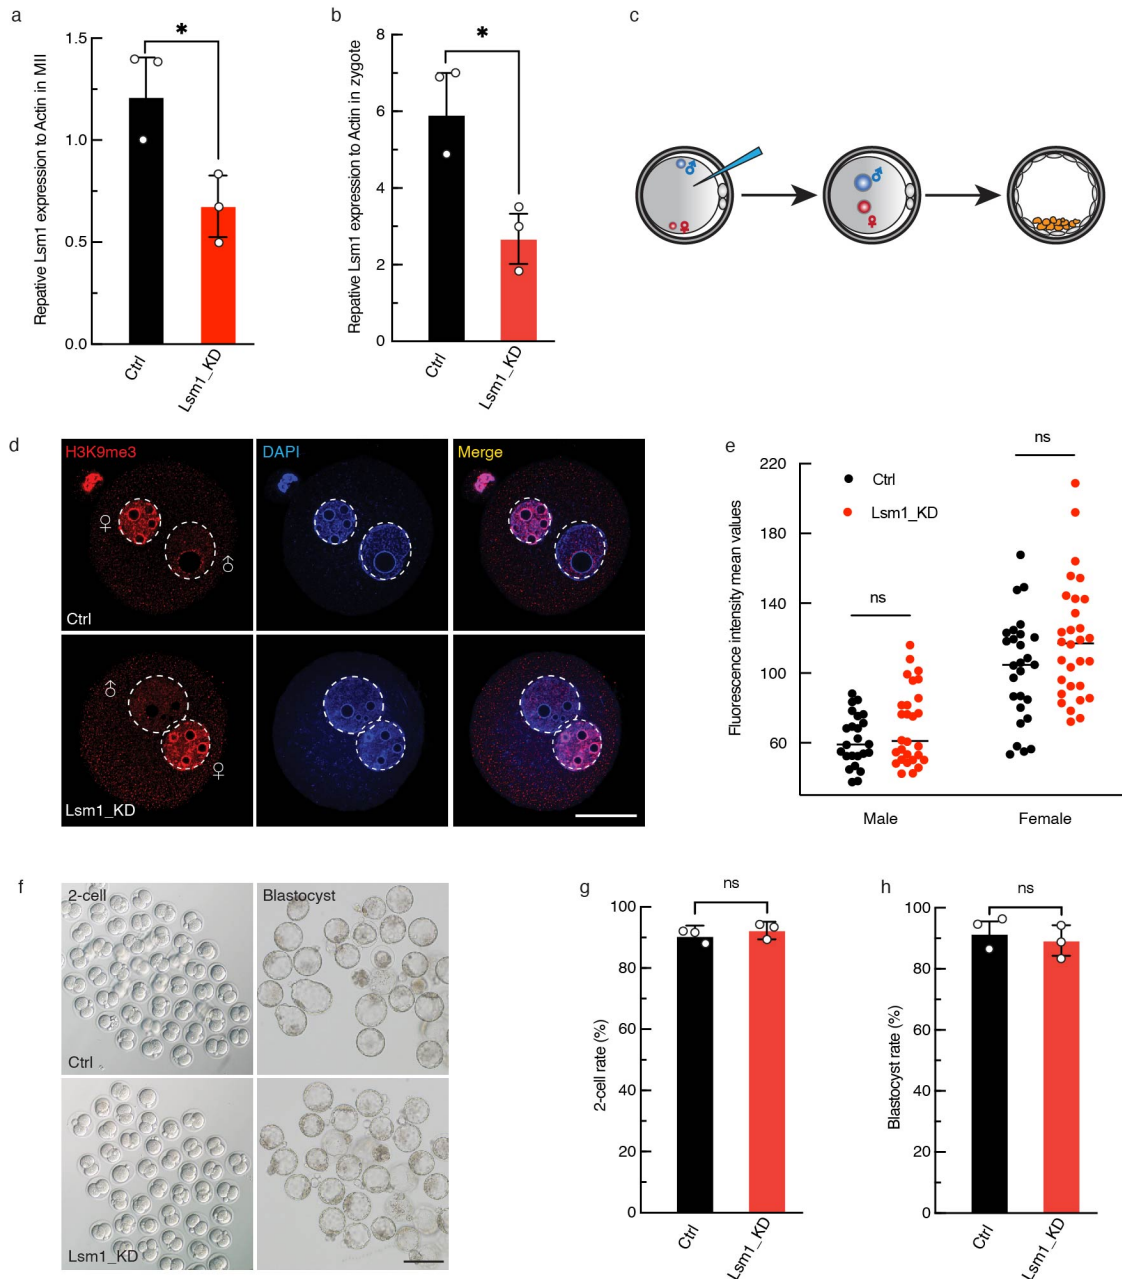

**Supplementary Fig. 1 | LSM1 is essential for embryo development, Related to Fig. 1**

**a**, qPCR validation of Lsm1 knockdown efficiency in MII oocytes. The statistical data are expressed as mean  $\pm$  SEM,  $*p < 0.05$  ( $p = 0.0471$ ) by two-sided Student's  $t$  test for each comparison. Each reaction for qPCR analysis contains 3 biological replicates, with each replicate from 50 oocytes.

**b**, qPCR validation of Lsm1 knockdown efficiency in zygotes. The statistical data are expressed as mean  $\pm$  SEM,  $*p < 0.05$  ( $p = 0.0429$ ) by two-sided Student's  $t$  test for each

comparison. Each reaction for qPCR analysis contains 3 biological replicates, with each replicate from 50 zygotes.

c, Scheme for Lsm1 zygote-stage knockdown experiment. Lsm1 siRNA was injected at early zygote stage, then the late zygotes were used for H3K9me3 immunostaining and the further development analysis.

d-e, Immunostaining of H3K9me3 in zygote-stage knockdown experiment. Images of H3K9me3 (d) and fluorescence intensity mean values (e) in pronucleus of Ctrl and Lsm1\_KD zygotes were represented. Scale bars, 20  $\mu$ m. Representative images from 3 biological replicates, with each replicate originating from at least 10 zygotes. The statistical data are expressed as mean  $\pm$  SEM, ns (male  $p = 0.9248$ , female  $p = 0.9522$ ) means not significant by two-sided Student's  $t$  test for each comparison. Each treatment contains 3 biological replicates, with each replicate originating from approximately 30 zygotes.

f-h, Quantification of embryo development competence in response to Lsm1 knockdown. Images of 2-cell embryos and blastocysts (f), statistics for 2-cell rate (g) and blastocyst rate (h) for Ctrl and Lsm1\_KD group were represented. Scale bars, 100  $\mu$ m.

Representative images from 3 biological replicates, with each replicate originating from approximately 35 injected zygotes (g). The statistical data are expressed as mean  $\pm$  SEM, ns ( $p = 0.7077$  for g,  $p = 0.7508$  for h) means not significant by two-sided Student's  $t$  test for each comparison. Each treatment contains 3 biological replicates, with each replicate originating from approximately 35 injected zygotes.

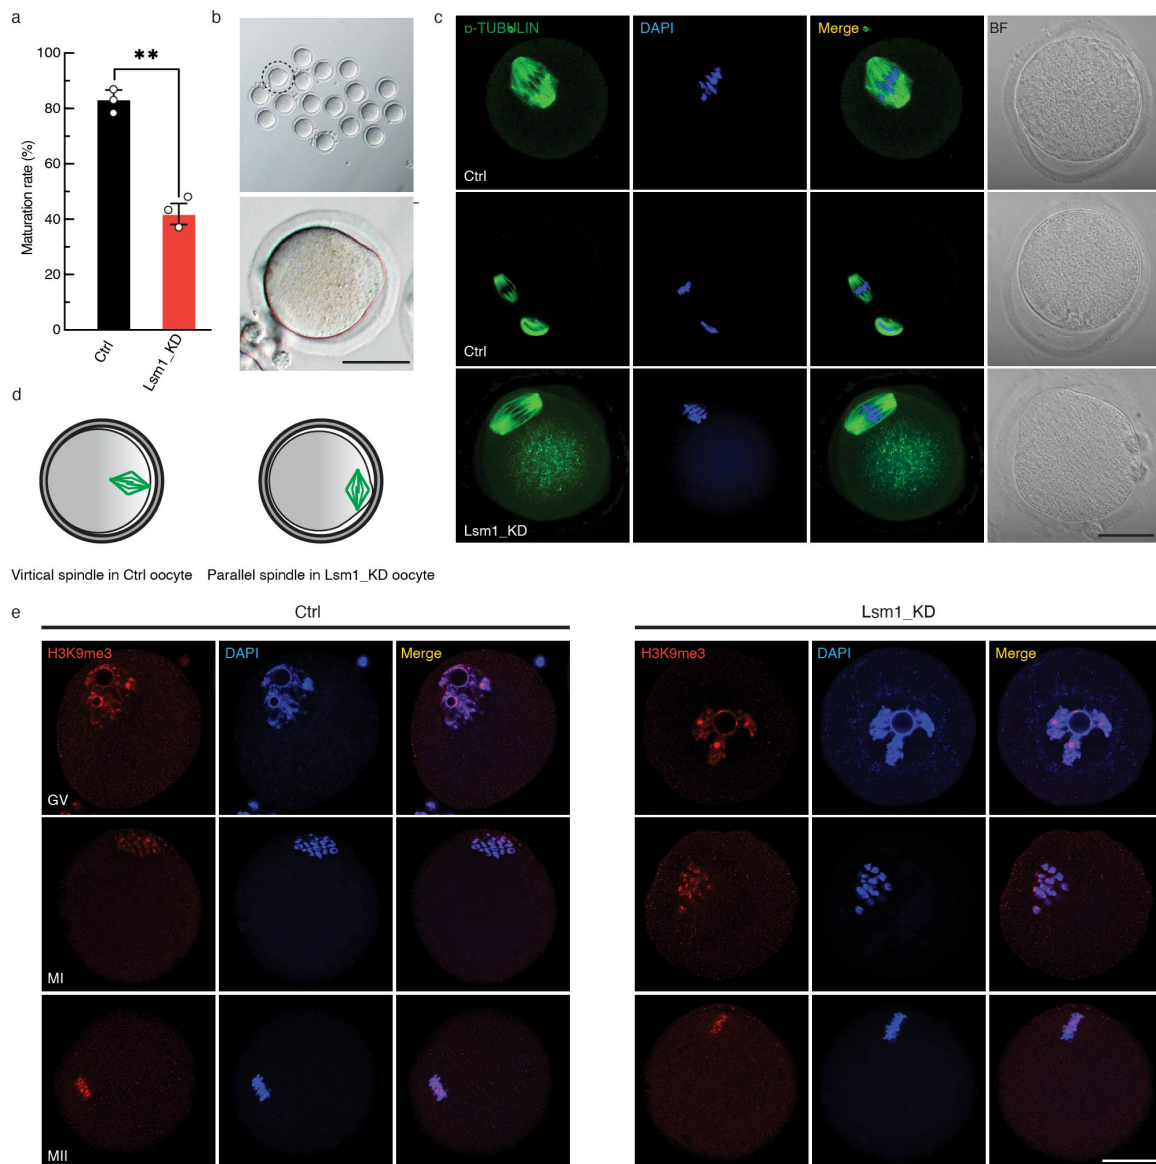

**Supplementary Fig. 2 | LSM1 is essential for oocyte maturation, Related to Fig. 1**

a, Statistics for oocyte maturation rate in response to Lsm1 KD. The statistical data are expressed as mean  $\pm$  SEM,  $**p < 0.01$  ( $p = 0.0013$ ) by two-sided Student's  $t$  test for each comparison. Each treatment contains 3 biological replicates, with each replicate originating from approximately 35 injected GV-oocytes.

b, Representative images of immature oocytes in Lsm1\_KD group. Scale bars, 50  $\mu$ m. Representative images from 3 biological replicates, with each replicate originating from approximately 35 injected GV-oocytes.

c, Immunostaining for spindle localization in Ctrl and Lsm1\_KD oocytes. Scale bars, 20  $\mu$ m. Representative images from 3 biological replicates, with each replicate containing approximately 10 oocytes.

d, Model for spindle localization in Ctrl and Lsm1\_KD oocytes.

e, Immunostaining for H3K9me3 in Ctrl and Lsm1\_KD oocytes at GV, MI and MII stage. Scale bars, 20  $\mu$ m. Representative images from 3 biological replicates, with each replicate containing approximately 10 oocytes.

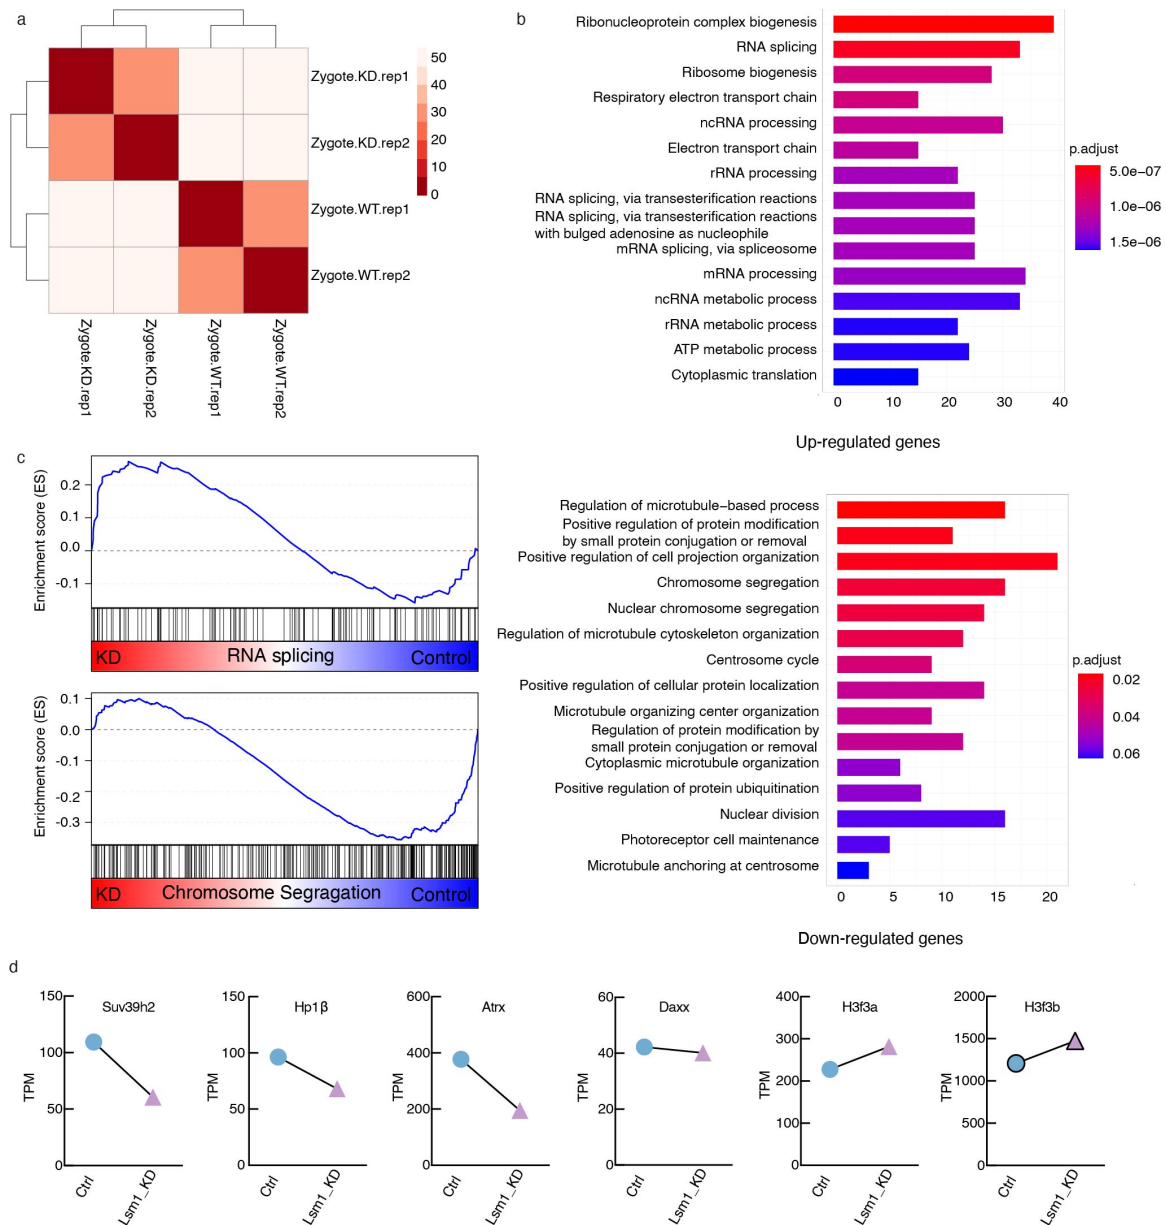

**Supplementary Fig. 3 | Total RNA-seq analysis for Lsm1\_KD zygotes, Related to Fig. 2**

a, Unsupervised hierarchical clustering of samples using Pearson Correlation coefficients showing Lsm1\_KD zygotes displayed a distinct gene expression profile compared with the control ones. n = 2 biologically independent samples.

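Genes for structural parts of ribosomes and of the respiratory chain leaned higher in Lsm1_KD zygotes, and most of them did not pass singly. Of 77 ribosomal protein genes, 25 were up and 2 were down at an adjusted p under 0.05 from edgeR (34 up and 2 down when adjusted over the list alone), with a median log2 fold change of 1.09. Rps27l (chromosome 9 of GRCm38, 66944624 to 66949522) had a normalized count of 781 ± 164 (SD, n = 2) in Lsm1_KD and 190 ± 19.9 (SD, n = 2) in Ctrl, a log2 fold change of 2.04 (standard error 0.22, adjusted p = 0.0011). Rps15a (chromosome 7, 118104374 to 118116147) had a log2 fold change of 1.81 (standard error 0.19, adjusted p = 0.0012). Among 72 genes of the electron transport chain, 20 were up and 3 were down (31 and 3 when adjusted over the list alone), with a median of 1.11. Cycs, the cytochrome c gene on chromosome 6 from 50562563 to 50566569, rose from 36.5 ± 3.45 (SD, n = 2) to 115 ± 12.3 (SD, n = 2), a log2 fold change of 1.66 (standard error 0.24, adjusted p = 0.0032). For 73 genes of the mitochondrial ribosome, 11 were up in edgeR (11 up and 1 down when adjusted over the list alone), with a median of 0.77. Mrps14 (chromosome 1, 160195215 to 160201186) had a log2 fold change of 1.5 (standard error 0.27, adjusted p = 0.0083). Camera gave adjusted p = 5.4e-10, 1.2e-06 and 5.9e-05 for these groups, and 0.30, 0.30 and 0.48 with an estimated correlation, with which no list passed. Their transcripts are short, and with a trend on transcript length taken out the medians were 0.40, 0.31 and 0.54, with camera adjusted p = 0.067, 0.12 and 0.067. In that setting, 11 ribosomal protein genes were up and 2 down, 2 electron transport genes up and 2 down, and 4 mitochondrial ribosome genes up and 2 down. Genes of ribosome biogenesis went both ways, with 9 up and 6 down of 61 (11 and 11 when adjusted over the list alone; camera adjusted p = 0.98).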

b, Gene Ontology analysis of molecular function for up-regulated and down-regulated genes in Lsm1\_KD zygotes. One-sided hypergeometric test was used to determine the adjusted p-value using Benjamini-Hochberg correction, n = 2 biologically independent samples.

c, GSEA plot showing up-regulation of RNA splicing pathway and down-regulation of chromosome segregation processing pathway under Lsm1 KD.

d, The TPM values of H3K9me3 modification related genes and H3 genes in Lsm1\_KD zygotes compared with control.

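In TPM, Suv39h2 and Atrx were lower and Cbx1 and H3f3b were higher in Lsm1_KD than in Ctrl zygotes by more than the SD of either group, and Daxx and H3f3a differed within it. Suv39h2 had 109 ± 23.5 TPM (SD, n = 2) in Ctrl and 60.5 ± 3.35 TPM (SD, n = 2) in Lsm1_KD. For Atrx the values were 377 ± 97.1 and 196 ± 27.2 TPM (SD, n = 2 each). Cbx1, the gene of HP1β, had 164 ± 38.9 TPM in Ctrl and 285 ± 46.5 TPM in Lsm1_KD (SD, n = 2 each). Daxx had 42.2 ± 11.9 TPM in Ctrl and 40.2 ± 11.1 TPM in Lsm1_KD, a difference smaller than the spread between replicates. H3f3a had 228 ± 56.9 and 282 ± 70.8 TPM, again within the spread, and H3f3b 1208 ± 39.0 and 1474 ± 88.0 TPM (SD, n = 2 each). In limma on log2 (TPM + 1), Atrx passed with a log2 fold change of -0.93 (adjusted p = 0.045), whereas Suv39h2 (-0.83, adjusted p = 0.059), Cbx1 (0.80, adjusted p = 0.066), H3f3a (0.31, adjusted p = 0.45) and H3f3b (0.29, adjusted p = 0.33) did not.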

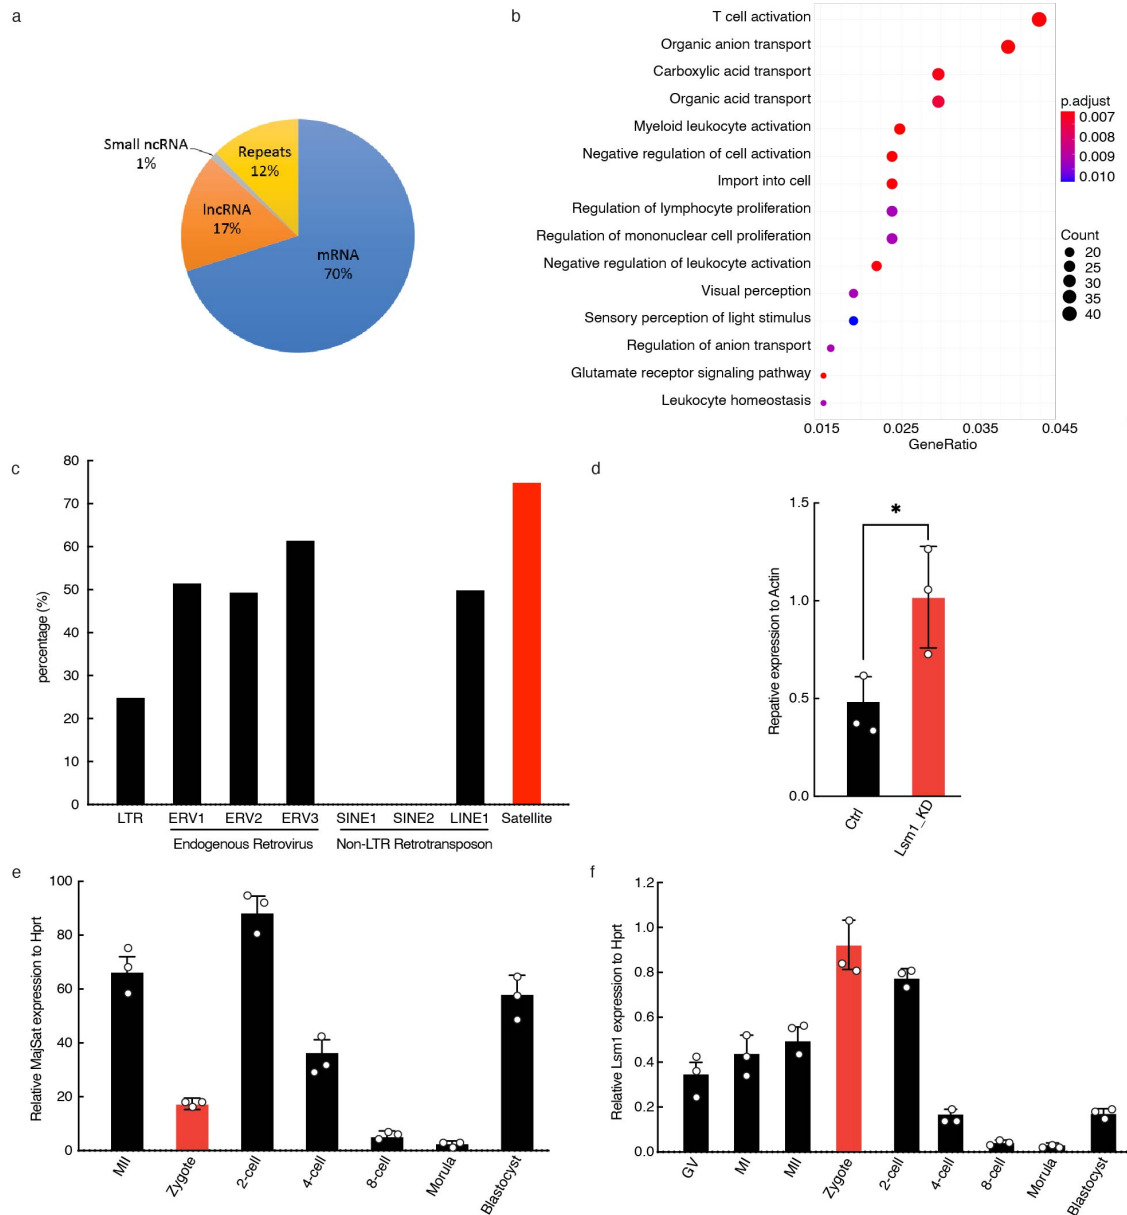

**Supplementary Fig. 4 | LSM1 interacts with MajSat RNA and regulates its decay, Related to Fig. 3**

a, Pie chart showing the composition of LSM1 binding RNAs in zygote.

b, Gene Ontology analysis of biological process for LSM1 binding genes in zygote. One-sided hypergeometric test was used to determine the adjusted  $p$ -value using Benjamini-Hochberg correction,  $n = 2$  biologically independent samples.

c, Bar plot showing the percentage of LSM1 binding repeats derived RNAs by item number in different repeats families.

d, qPCR examination of MajSat RNA in Lsm1\_KD zygotes. The statistical data are expressed as mean  $\pm$  SEM,  $*p < 0.05$  ( $p = 0.4873$ ) by two-sided Student's  $t$  test for each

comparison. Each reaction for qPCR analysis contains 3 biological replicates, with each replicate from 50 zygotes.

e, qPCR examination of MajSat RNA during oocyte maturation and early embryo development. Each reaction for qPCR analysis contains 3 biological replicates, with each replicate from 50 oocytes/embryos.

f, qPCR examination of Lsm1 mRNA during oocyte maturation and early embryo development. Each reaction for qPCR analysis contains 3 biological replicates, with each replicate from 50 oocytes/embryos.

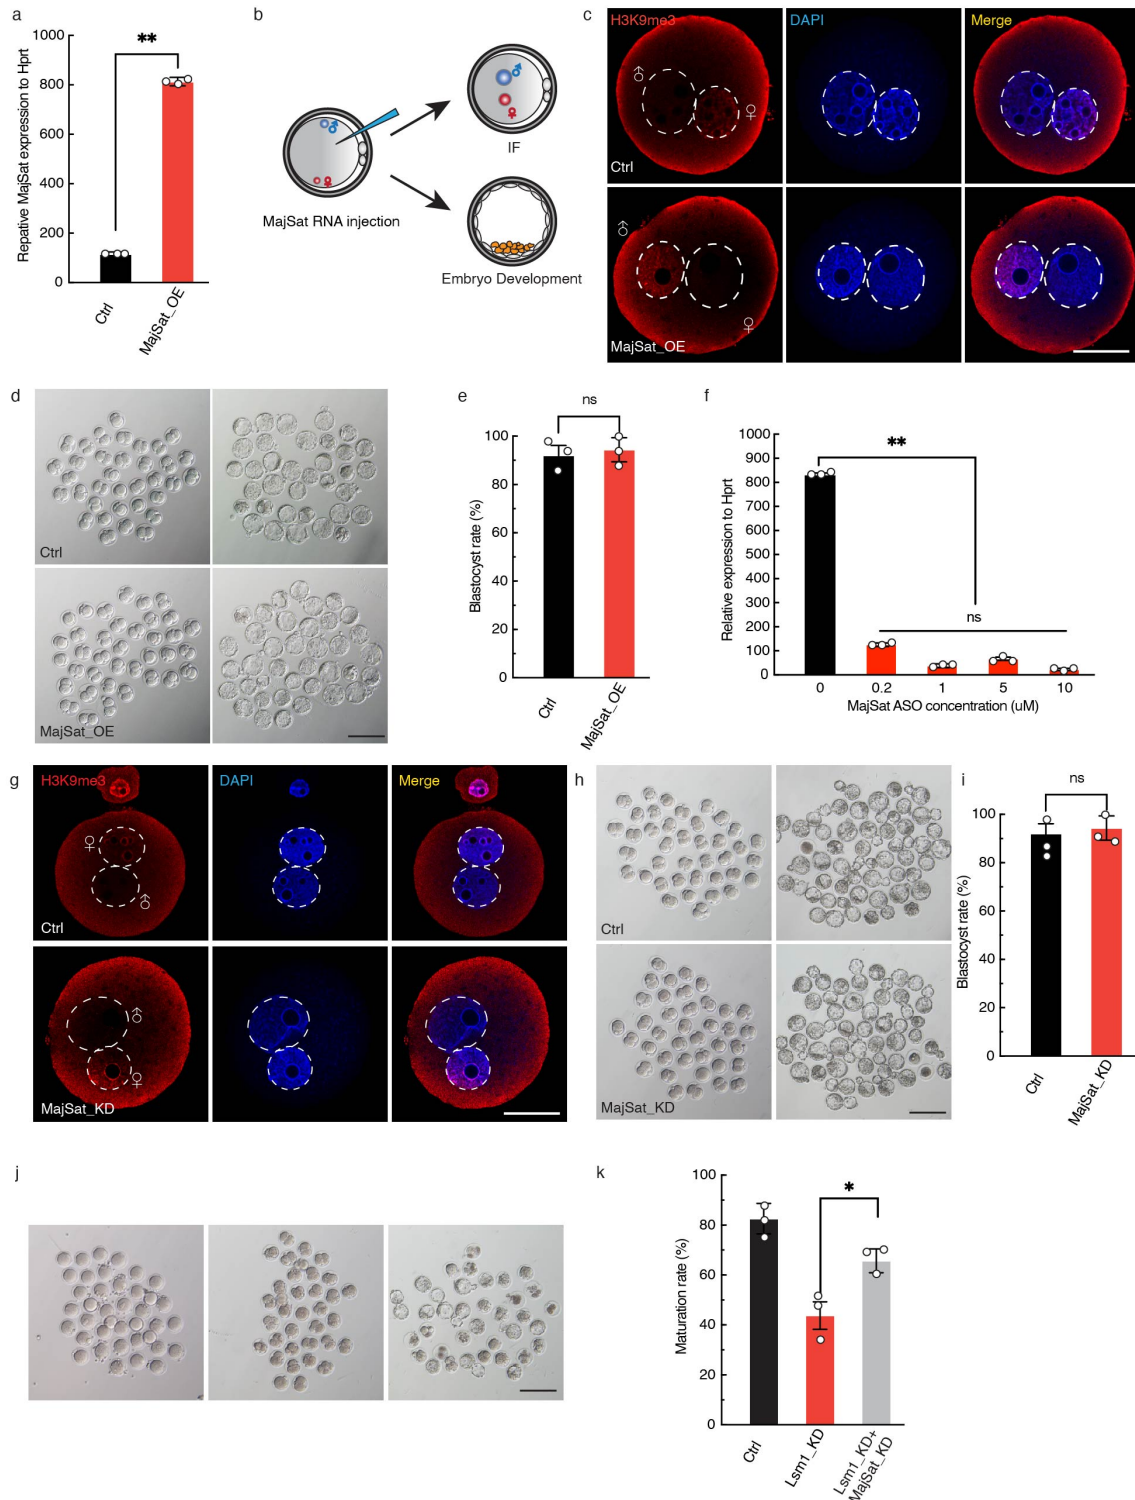

**Supplementary Fig. 5 | Phenotypes of manipulating MajSat RNA at zygote stage, Related to Fig. 4**

a, qPCR validation of major satellite RNA overexpression efficiency. The statistical data are expressed as mean  $\pm$  SEM, \*\* $p < 0.01$  ( $p = 0.0011$ ) by two-sided Student's  $t$  test for each comparison. Each reaction for qPCR analysis contains 3 biological replicates, with each replicate from 50 zygotes.

b, Scheme for MajSat RNA zygote-stage overexpression experiments. MajSat in vitro transcribed RNA was injected at early zygote stage, then the late zygotes were used for H3K9me3 immunostaining and the further development analysis.

c, Immunostaining for H3K9me3 in Ctrl and MajSat\_OE zygote. Scale bars, 20  $\mu\text{m}$ . Representative images from 3 biological replicates, with each replicate containing approximately 30 zygotes.

d-e, Quantification of embryo development competence in response to MajSat overexpression at zygote stage. Images of 2-cell embryos and blastocysts for the Ctrl and MajSat\_OE groups (d) and statistics for blastocyst rates (e) were represented. Scale bars, 100  $\mu\text{m}$ . Representative images from 3 biological replicates, with each replicate originating from approximately 35 injected zygotes (d). The statistical data are expressed as mean  $\pm$  SEM, ns ( $p = 0.8120$ ) means not significant by two-sided Student's  $t$  test for each comparison. Each treatment contains 3 biological replicates, with each replicate originating from approximately 35 injected zygotes.

f, qPCR validation of MajSat RNA knockdown efficiency. The statistical data are expressed as mean  $\pm$  SEM,  $**p < 0.01$  ( $p = 0.0096$ ) and ns ( $p = 0.6100$ ) means not significant by one-way ANOVA test. Each reaction for qPCR analysis contains 3 biological replicates, with each replicate from 50 zygotes.

g, Immunostaining for H3K9me3 in Ctrl and MajSat\_KD zygote. Scale bars, 20  $\mu\text{m}$ . Representative images from 3 biological replicates, with each replicate containing approximately 30 zygotes.

h-I, Quantification of embryo development competence in response to MajSat overexpression at zygote stage. Images of 2-cell embryos and blastocysts for the Ctrl and MajSat\_KD groups (h) and statistics for blastocyst rates (i) were represented. Scale bars, 100  $\mu\text{m}$ . Representative images from 3 biological replicates, with each replicate originating from approximately 35 injected zygotes (h). The statistical data are expressed as mean  $\pm$  SEM, ns ( $p = 0.7400$ ) means not significant by two-sided Student's  $t$  test for each comparison. Each treatment contains 3 biological replicates, with each replicate originating from approximately 35 injected zygotes.

j, Representative images of oocytes, 2-cell embryos and blastocysts for Lsm1\_KD + Majsat\_KD group, scale bars, 100  $\mu\text{m}$ . Representative images from 3 biological replicates, with each replicate originating from approximately 35 injected GV-oocytes.

k, Statistics for maturation rate in Ctrl, Lsm1\_KD and Lsm1\_KD + MajSat\_KD zygotes. The statistical data are expressed as mean  $\pm$  SEM,  $*p < 0.05$  ( $p = 0.0337$ ) by one-way ANOVA test. Each treatment contains 3 biological replicates, with each replicate originating from approximately 35 injected GV-oocytes.

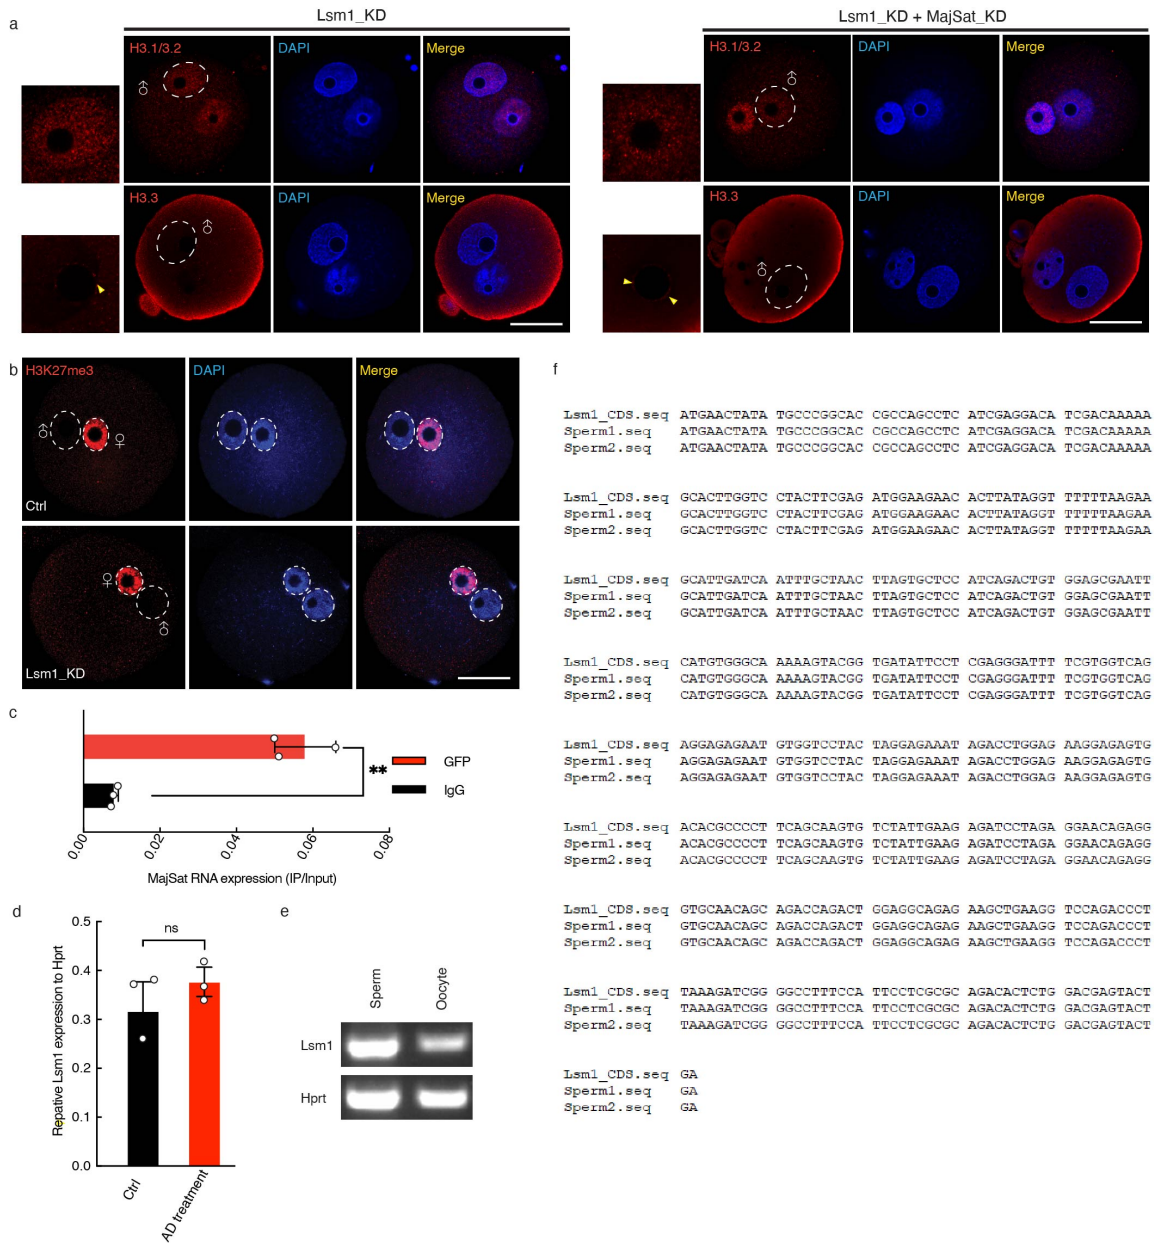

**Supplementary Fig. 6 | MajSat RNA regulates H3.1/3.2 incorporation and Lsm1 exists in both gametes, Related to Fig. 5 and Fig. 6**

a, Immunostaining for H3.1/3.2 and H3.3 in Lsm1\_KD and Lsm1\_KD + MajSat\_KD zygotes. Scale bars, 20  $\mu$ m. Representative images from 3 biological replicates, with each replicate containing approximately 30 zygotes.

b, Immunostaining for H3K27me3 in Ctrl and Lsm1\_KD zygotes. Scale bars, 20  $\mu$ m. Representative images from 3 biological replicates, with each replicate containing approximately 30 zygotes.

c, qPCR validation of pulldown efficiency. The statistical data are expressed as mean  $\pm$  SEM, \*\* $p < 0.01$  ( $p = 0.0034$ ) by two-sided Student's  $t$  test for each comparison. Each reaction for qPCR analysis contains 3 biological replicates, with each replicate from  $5 \times 10^7$  cells.

d, qPCR examination of Lsm1 mRNA level in Actinomycin D (AD)-treated zygotes. The statistical data are expressed as mean  $\pm$  SEM, ns ( $p = 0.4216$ ) means not significant by two-sided Student's  $t$  test for each comparison. Each reaction for qPCR analysis contains 3 biological replicates, with each replicate from 50 zygotes.

e, Images of agarose gel showing RT-PCR amplification of full-length Lsm1 mRNA from sperm and oocytes. Representative images from 3 biological replicates.

f, Sequence comparing of the first-generation sequencing data of the sperm-harbored Lsm1 mRNA and the intact Lsm1 cDNA.

# Supplementary material for: LSM1-mediated Major Satellite RNA decay is required for nonequilibrium histone H3.3 incorporation into parental pronuclei
**Source:** Nat Commun. 2023 Feb 21;14:957. doi: 10.1038/s41467-023-36584-z
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

File name: Supplementary Data 1

Description: The sequence information for qRT-PCR, PCR Primers and Oligonucleotides used in this study.

# Supplementary material for: LSM1-mediated Major Satellite RNA decay is required for nonequilibrium histone H3.3 incorporation into parental pronuclei
**Source:** Nat Commun. 2023 Feb 21;14:957. doi: 10.1038/s41467-023-36584-z
**Supplement:** Supplementary file 4 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

**Data collection** Microscopy images were taken using Zeiss LSM880 Microsystems. RNA-seq and RIP-seq were performed at Berry Genomics Corporation.

**Data analysis** Images were processed with the ZEN software (Zeiss LSM880). Statistical analyses were carried out using the Prism software (GraphPad v9.0). All sequencing data were trimmed with Cutadapt (v2.3) to remove adapter sequences and low-quality reads. The quality control of RNA-Seq and RIP-seq data was performed using FastQC (v0.11.8) and MultiQC (v1.11) and all trimmed data passed this step. The trimmed sequencing reads were further mapped to the mm10 reference genome using STAR (v2.7.8a) with the “--outFilterIntronMotifs RemoveNoncanonicalUnannotated” parameters. The bigWig file for each sample was normalized according to the sequencing depth using the BEDtools (v2.29.2) genomecov function, for visualization in IGV (v2.11.0). The expression level of each transcript was quantified as transcript per million (TPM) using Salmon (v0.8.2), including RefSeq annotated RNA transcripts and transposon sequences downloaded from Repbase (v25.06). Salmon output files were further imported in R 3.5.0 using the tximport (v1.20.0) package for downstream analysis. Differential expression analysis was performed using DESeq2 (v1.32.0) package with adjusted  $p$  value  $< 0.05$ . Functional enrichment analysis was performed using clusterProfiler (v4.0.0) package, and visualized using “enrichGO”, “barplot” and “dotplot” functions. We focused on Gene Ontology terms including Molecular Function, Cellular Component, and Biological Process. To specifically visualize RNA-Seq and RIP-seq data mapped to each transposon family, paired-ends reads were mapped directly to transposon consensus sequences using bowtie2 (v2.3.5.1). The un-mapped reads were filtered out using Samtools (v1.11), and mapped fragments were inferred from the mapped read pairs. We finally plotted the mapped fragments on each transposon consensus sequence and visualized the signals using R (v3.5.0).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The main data supporting the findings of this study are available within the article and its Supplementary Information files. All the RNA-Seq data and RIP-Seq data generated during this study are available at GEO: GSE179556 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE179556]. There is no restrictions on data availability. Any additional data relevant to this manuscript are available from the authors upon reasonable request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | 2-5 zygotes per reaction for RNA-sequencing (Fan et al., Genome Biology, 2015), 300 zygotes per reaction for RIP-seq (Sousa Martins et al., Journal of Cell Science, 2016) and 50 zygotes per reaction for qPCR analysis (TRIzol™ Reagent, Invitrogen). 5*10 <sup>7</sup> cells were collected for MS2bp-YFP RNA pull down experiment (Wang et al., Developmental Cell, 2013). For embryo development and immunofluorescent staining analysis, sample sizes were determined without statistical measures, but based on prior experience with the specific experiments and widely used sizes in relevant publications within this field of research in order to ensure that it will be appropriate for statistical analysis. |
| Data exclusions | No data were excluded from the analyses.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Replication     | For each representative image, experiments were performed at least three times with similar results. For Fluorescence intensity quantitative analysis at least 15 clear photos were used. RNA-seq and RIP-seq were performed 2 times with the number of replications. All attempts at replication were successful.                                                                                                                                                                                                                                                                                                                                                                                                          |
| Randomization   | Samples were randomly allocated into experimental groups prior to treatment.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Blinding        | The investigators were not blinded during data collection and analysis. Because experiments execution, data collection and result analysis were usually carried out by the same person, therefore no blinding was used.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                       |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Anti-H3K9me3, Active Motif, Cat# 39161, 1:100 dilution for IF;<br>Anti-H3K27me3, Diagenode, Cat# C15410195, 1:200 dilution for IF;<br>Anti-H3K14ac, Active Motif, Cat# 39599, 1:50 dilution for IF;<br>Anti-CBX1, Proteintech, Cat# 10241-2-AP, 1:50 dilution for IF; |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

Anti-H3.1/3.2, Cosmo Bio, Cat# CAC-CE-039B, 1:100 dilution for IF;  
 Anti-H3.1, Novus Biologicals, Cat# NBP2-75524, 1:1000 dilution for WB;  
 Anti-H3.3, Thermo Fisher Scientific, Cat# MA5-24667, 1:100 dilution for IF, 1:1000 dilution for WB;  
 Anti-TUBULIN, Proteintech, Cat# 66031-1-Ig, 1:2000 dilution for WB;  
 Anti-ATRX, Santa Cruz, Cat# sc-55584, 1:100 dilution for IF;  
 anti-SNRP70, Abcam, Cat# ab83306, 1:1000 dilution for WB;  
 anti-GAPDH, Proteintech, Cat# 10494-1-AP, 1:1000 dilution for WB;  
 Anti-GFP, Invitrogen, Cat# A11122, 2ug per reaction in 400ul reaction system for pulldown experiment;  
 Anti-rabbit-IgG, Sigma-Aldrich, Cat# 12-370, 2ug per reaction in 400ul reaction system for pulldown experiment;  
 Alexa Fluor® 594 Donkey Anti-Rabbit IgG (H+L) Antibody, Fisher Scientific, Cat# A-21207, 1:500 dilution for IF;  
 Alexa Fluor® 594 Donkey Anti-Mouse IgG (H+L) Antibody, Fisher Scientific, Cat# A-21203, 1:500 dilution for IF;  
 Amersham ECL Rabbit IgG, HRP-linked whole Ab (from donkey), Cytiva, Cat# NA934, 1:10000 dilution for WB;  
 Amersham ECL Mouse IgG, HRP-linked whole Ab (from sheep), Cytiva, Cat# NA931, 1:10000 dilution for WB.

## Validation

- Anti-H3K9me3, Active Motif, Cat# 39161, 1:100 dilution for IF: The antibody guarantee covers the use of the antibody for IF applications. The antibody has been referenced in 57 publications. <https://www.activemotif.com/catalog/details/39161/histone-h3-trimethyl-lys9-antibody-pab>  
 -Anti-H3K27me3, Diagenode, Cat# C15410195, 1:200 dilution for IF: The antibody guarantee covers the use of the antibody for IF applications. The antibody has been referenced in 38 publications. <https://www.diagenode.com/en/p/h3k27me3-polyclonal-antibody-premium-50-mg-27-ml>  
 -Anti-H3K14ac, Active Motif, Cat# 39599, 1:50 dilution for IF: The antibody guarantee covers the use of the antibody for IF applications. The antibody has been referenced in 8 publications. <https://www.activemotif.com/catalog/details/39599/histone-h3-acetyl-lys14-antibody-pab>  
 -Anti-CBX1, Proteintech, Cat# 10241-2-AP, 1:50 dilution for IF: The antibody guarantee covers the use of the antibody for IF applications. The antibody has been referenced in 6 publications. <https://www.ptglab.com/products/CBX1-Antibody-10241-2-AP.htm>  
 -Anti-H3.1/3.2, Cosmo Bio, Cat# CAC-CE-039B, 1:100 dilution for IF: The antibody guarantee covers the use of the antibody for IF applications. The antibody has been referenced in 2 publications. <https://www.cosmobiousa.com/products/anti-histone-h3-1-hist1h3a-h3-2-hist1h3b-mab-clone-6g3c7>  
 -Anti-H3.1, Novus Biologicals, Cat# NBP2-75524, 1:1000 dilution for WB: The antibody guarantee covers the use of the antibody for WB applications. The antibody has been referenced in 1 publication. [https://www.novusbio.com/products/histone-h31-antibody\\_nbp2-75524](https://www.novusbio.com/products/histone-h31-antibody_nbp2-75524)  
 -Anti-H3.3, Thermo Fisher Scientific, Cat# MA5-24667, 1:100 dilution for IF, 1:1000 dilution for WB: The antibody guarantee covers the use of the antibody for WB applications. The antibody has been referenced in 1 publication. <https://www.thermofisher.cn/cn/zh/antibody/product/Histone-H3-3-Antibody-clone-RM190-Recombinant-Monoclonal/MA5-24667>  
 -Anti-TUBULIN, Proteintech, Cat# 66031-1-Ig, 1:2000 dilution for WB: The antibody guarantee covers the use of the antibody for WB applications. The antibody has been referenced in 600 publications. <https://www.ptglab.com/products/tubulin-Alpha-Antibody-66031-1-Ig.htm>  
 -Anti-ATRX, Santa Cruz, Cat# sc-55584, 1:100 dilution for IF: The antibody guarantee covers the use of the antibody for IF applications. The antibody has been referenced in 37 publications. [https://www.scbt.com/p/atrx-antibody-d-5?productCanUrl=atrx-antibody-d-5&\\_requestid=1959733](https://www.scbt.com/p/atrx-antibody-d-5?productCanUrl=atrx-antibody-d-5&_requestid=1959733)  
 -anti-SNRP70, Abcam, Cat# ab83306, 1:1000 dilution for WB: The antibody guarantee covers the use of the antibody for WB applications. The antibody has been referenced in 15 publications. <https://www.abcam.cn/snrp70u1-70k-antibody-ab83306.html>  
 -anti-GAPDH, Proteintech, Cat# 10494-1-AP, 1:1000 dilution for WB: The antibody guarantee covers the use of the antibody for WB applications. The antibody has been referenced in 4143 publications. <https://www.ptglab.com/products/GAPDH-Antibody-10494-1-AP.htm>  
 -Anti-GFP, Invitrogen, Cat# A11122, 2ug per reaction in 400ul reaction system for pulldown experiment: The antibody guarantee covers the use of the antibody for IP applications. The antibody has been referenced in 47 publications. <https://www.thermofisher.cn/cn/zh/antibody/product/GFP-Tag-Antibody-11E5-Monoclonal/A-11121>  
 -Anti-rabbit-IgG, Sigma-Aldrich, Cat# 12-370, 2ug per reaction in 400ul reaction system for pulldown experiment: The antibody guarantee covers the use of the antibody for IP applications. The antibody has been referenced in 357 publications. <https://www.sigmaaldrich.cn/CN/zh/product/mm/12370>  
 - Alexa Fluor® 594 Donkey Anti-Rabbit IgG (H+L) Antibody, Fisher Scientific, Cat# A-21207, 1:500 dilution for IF: The antibody guarantee covers the use of the antibody for IF applications. The antibody has been referenced in 1606 publications. <https://www.thermofisher.com/antibody/product/Donkey-anti-Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21207>  
 - Alexa Fluor® 594 Donkey Anti-Mouse IgG (H+L) Antibody, Fisher Scientific, Cat# A-21203, 1:500 dilution for IF: The antibody guarantee covers the use of the antibody for IF applications. The antibody has been referenced in 1008 publications. <https://www.thermofisher.com/antibody/product/Donkey-anti-Mouse-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21203>  
 -Amersham ECL Rabbit IgG, HRP-linked whole Ab (from donkey), Cytiva, Cat# NA934, 1:10000 dilution for WB: The antibody guarantee covers the use of the antibody for WB applications as secondary antibody. <https://www.cytivalifesciences.com.cn/zh/cn/shop/protein-analysis/blotting-and-detection/blotting-standards-and-reagents/amersham-ecl-hrp-conjugated-antibodies-p-06260>  
 -Amersham ECL Mouse IgG, HRP-linked whole Ab (from sheep), Cytiva, Cat# NA931, 1:10000 dilution for WB: The antibody guarantee covers the use of the antibody for WB applications as secondary antibody. <https://www.cytivalifesciences.com.cn/zh/cn/shop/protein-analysis/blotting-and-detection/blotting-standards-and-reagents/amersham-ecl-hrp-conjugated-antibodies-p-06260>

## Eukaryotic cell lines

Policy information about [cell lines](#)

### Cell line source(s)

Human HEK293T cell line was purchased from ATCC (American Type Culture Collection) with catalog number CRL-3216. MEF cells were established from embryonic day 12.5-13.5 (E12.5-E13.5) in our laboratory.

### Authentication

HEK293T and MEF cell lines were grown in DMEM (Gibco) supplemented with 10% FBS (Gibco) and 1 mM L-glutamine (Merk Millipore) at 37 °C in a humidified 5% CO<sub>2</sub> incubator. The morphology was check the same as it described by ATCC.

Mycoplasma contamination

All cell lines were tested negative for mycoplasma contamination. None of the cell lines were contaminated.

Commonly misidentified lines  
(See [ICLAC](#) register)

No commonly misidentified lines were used.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

Specific pathogen-free (SPF)-grade C57BL/6J, and DBA2 mice were purchased from Beijing Vital River Laboratory Animal Technology Co., Ltd. BDF1 hybrid mice were obtained by mating female C57BL/6J mice with male DBA2 mice. C57BL/6J, DBA2 and BDF1 mice, were housed in the animal facility at Tongji University, Shanghai, China. 6–8 weeks old female BDF1 mice were used for the experiment. All the mice had free access to food and water, and were housed in 12 hours light/12 hours dark cycle 22.1–22.3 °C and 33–44% humidity.

Wild animals

No wild animals were used.

Field-collected samples

No field-collected samples were used.

Ethics oversight

All experiments were performed in accordance with the University of Health Guide for the Care and Use of Laboratory Animals and were approved by the Biological Research Ethics Committee of Tongji University.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

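Total RNA-seq of Lsm1_KD zygotes (siRNA against Lsm1) and Ctrl zygotes (scramble siRNA), and RIP-seq of FLAG-tagged LSM1 with a control labelled as untagged Lsm1 mRNA, were re-analysed from the deposited quantification of 12 libraries in 6 groups of 2. Every library was mapped to its group from its labels and the paper, and none was left out. The titles of the control RIP libraries name IgG, while their treatment fields and the paper name untagged Lsm1 mRNA, and they were taken as labelled there. They hold no excess of Lsm1 RNA, with 16.3 and 16.1 CPM in the Ctrl Input and 24.6 and 20.2 CPM in the Ctrl IP, against 9931 and 14730 CPM in the FLAG Input, so that what was injected is in doubt. For the RNA-seq, the labels describe injection of siRNA into zygotes and Fig. 1b injection into GV oocytes, and the paper, which reports no effect of zygote-stage injection on H3K9me3, does not say which was used.

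The authors made the estimated counts and the TPM values with Salmon from trimmed reads, as the labels of the deposited files and the paper state, on RefSeq transcripts of mm10 and Repbase repeats. The version of Salmon behind the deposited estimated counts is not given in their labels. The labels name Trimmomatic for trimming and the paper names Cutadapt, and both name FastQC. The read length is 150 nt. Paper and labels differ in the time of collection, with 20 h after hCG in the paper and 18 to 20 h in the labels. The values were not filtered or normalized by the authors beyond the TPM unit, and of the nonzero estimated counts 55.5% were not whole numbers at a tolerance of 1e-06.

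The values hold 37713 features, of which 37366 are RefSeq transcripts and 347 are repeats. Of the transcripts, 37072 were matched to a gene of the GRCm38 annotation, and 294 that were not were kept as features of their own. Estimated counts were summed by gene, which gave 25091 genes and repeats, and rounded. Coordinates and gene classes come from the annotation. A repeat stands for all its genomic copies and has no position. Its length in the length-trend offset is that of its consensus, and the length of its RNA is not known here.

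Library totals were 4636492 to 13968315 estimated counts in the RNA-seq (median 9243283) and 9865512 to 31586450 in the RIP-seq (median 22290927). Floors of 3 counts over a group and exact Clopper-Pearson intervals (95%) cover counting error only, not bound RNAs that a test misses. The common dispersion was 0.112 in the RNA-seq and 0.239 in the RIP-seq. TMM factors lay between 0.971 and 1.06 in the RNA-seq. In the RIP-seq they were 1.86 for FLAG IP replicate 1 and 0.873 to 1.02 for the other libraries.

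Before the data were examined, the tests, thresholds, alternatives, 24 gene lists and the rule for named genes were set. The test was the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3) on TMM-normalized counts of features that pass filterByExpr, with Benjamini-Hochberg adjustment. RNA-seq features were called at a log2 fold change above 1 or below -1 and an adjusted p under 0.05, the thresholds of the paper. Gene lists and single genes named outside those counts use the adjusted p alone. In the RIP-seq, the ratio of FLAG IP to FLAG Input was tested over the ratio of Ctrl IP to Ctrl Input, at a log2 ratio above 1, for which the paper states no threshold, and an adjusted p under 0.05, as in its methods. Overlaps were tested by two-sided Fisher's exact tests over genes tested in both experiments. With 2 libraries per group, the labels cannot be regrouped into a test that reaches 0.05, and no test of single outlying libraries applies.

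Gene lists were tested by camera (limma 3.58.1) with a preset correlation of 0.01, which compares a list with all other genes, by camera with an estimated correlation, and by fry, which asks whether the genes of a list move on balance in 1 direction (or, in its mixed form, change in either direction) without comparing them with others. With an estimated correlation no list passed in either experiment, even at estimates below the preset. Failing in that form is therefore no evidence that correlation explains a call. The list of mitochondrially encoded transcripts had no member in the values, and the other 23 were tested. The named genes are those named in the text and in Figs. 2 and 3 and Supplementary Fig. 3d of the paper, up to 10 features per direction with the largest change among those past the thresholds with a mean of at least 50 counts in the higher group and no overlap between groups, up to 4 members per list with the smallest adjusted p among those that pass (or the 2 most abundant), and every satellite and MERVL repeat. Of 49 names in the paper, 2 (Gm5464 and ERV2) matched no single feature set. Among the named features, 1 increased and 1 decreased RefSeq transcript matched to no gene are not described further. The result of 1 other increased feature, and the names of the bound and decreased protein-coding genes without FLAG IP replicate 2, are not reported.

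The alternatives were DESeq2 1.42.0, median-ratio size factors, library size alone, TMM without repeats, no filter, a stricter filter of 20 counts, an effective-length offset, a replicate block, limma on log2 (TPM + 1) and log2 (TPM + 0.1), and each library left out in turn. For the RNA-seq and the overlaps, no fold threshold was also tried. The RIP-seq had further a lysate block, FLAG IP against Ctrl IP, FLAG IP against FLAG Input, an unadjusted p under 0.01, and other definitions of expressed features (mean TPM above 1 in the Ctrl RNA-seq, TPM above 1 in every input, and all tested features). Added after seeing the data were transcripts and repeats as features in edgeR and in DESeq2, DESeq2 with an effective-length offset, a length-trend offset, Ctrl IP against Ctrl Input, FLAG IP against Ctrl IP on transcripts, and repeat families as in the deposited names.

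The tests were tried on simulated data. In the RNA-seq, edgeR found 59% of 3-fold and 92% of 8-fold changes of 100 genes each, with 10 false calls among 10878 features. In the RIP-seq it found 0% and 33%, with 3 false calls among 18216. DESeq2 found 63% and 95%, and 3% and 57%, with 17 and 33 false calls, and limma 57% and 95%, and 0% and 31%, with 14 and 3. A simulated list of 40 changed genes had a camera p of 1.6e-49 in the RNA-seq and 1.6e-30 in the RIP-seq, and an unchanged list 0.91 and 0.19. For lists matched on length, a first simulated list that followed the length trend alone fell at percentile 97.3, so the trial was extended to 200 lists, of which 11 (5.5%) fell outside the central 95%, while all 200 lists shifted by 1 did. A list median was then taken to differ from matched lists only where it lay beyond their central 95% by more than its bootstrap standard error (2000 draws), a rule set after the values were seen. Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1 were used. Read coverage along repeats, qPCR and imaging were not analysed here.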

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

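The test of GSAT under other scalings, the test of detection at equal depth, the standard errors of list medians and the matched tests of SR protein and hnRNP, ribosomal protein, mitochondrial ribosome and chromosome segregation genes were chosen after the results were seen.

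Receptor genes of smell and pheromones gave a signal that the paper does not discuss. The 1437 such genes with under 20 counts in every RNA-seq library held 1041 CPM in FLAG IP replicate 1 and 150.2 CPM in FLAG IP replicate 2, above the 97.45 and 71 CPM of the control immunoprecipitates and the 33.54 to 49.59 CPM of the inputs. Over all 1456 receptor genes, which held 218.6 to 264.5 CPM in the RNA-seq, replicate 1 (1209 CPM) was above the control immunoprecipitates (265.7 and 229.2 CPM) and replicate 2 (259.9 CPM) was not, so the signal in replicate 2 is in the scarce genes alone.

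FLAG IP replicate 1 stood apart from the other RIP-seq libraries, with 22020 genes and repeats seen at 1 count or more against 18698 to 20182 in the other immunoprecipitates. It had the lowest total of the 4 (9865512), which does not raise the number of features seen, and its 1.103 times as many features at equal depth decide nothing further, since thinning to the smallest library takes nothing from it, so that a part of depth in its lower correlations stays open. Genomic DNA may have been carried into it, because all receptor genes held 4.552 times, and the scarce ones 6.927 times, the CPM of the next highest immunoprecipitate. DNA cannot be told apart from other sources of these counts by this test. Their variance between genes was 142.5 and 100.5 times the mean, where DNA spread evenly would give counting noise. The variance was above the mean in every library, from 5.021 to 1202 times, so it does not separate the sources. No biological explanation was tested, since replicate 2 had the same condition.

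GSAT was 15.2-fold higher in Lsm1_KD than in Ctrl zygotes, with normalized counts of 70.0 and 16.3 in the Lsm1_KD libraries. The lower 95% limit was 5.84 by a normal approximation, which is too narrow with so few libraries. The log2 fold change of 3.93 was 2.49 without Lsm1_KD replicate 1. A scaling difference is argued against, with a lowest log2 fold change of 3.87 over the 3 other scalings. DNA in the Lsm1_KD libraries cannot be told apart from RNA as the source by the receptor genes, of which all were at 0.8594 and the scarce ones at 0.7715 of their Ctrl level (upper 95% limits 0.897 and 0.895). The limit set before for this test was wrong, since the scarce ones already held 24.58 and 20.9 CPM in Ctrl, in 55 and 54 of 1437 genes, where GSAT held 1.61 and 4.26, and such a baseline hides what DNA would add. Decay through LSM1, the condition of the design, may explain the increase as a hypothesis, which these libraries do not test. The paper reports slower MajSat RNA decay in Lsm1_KD zygotes after actinomycin D (Fig. 3j). It also reports qPCR of the increase (Supplementary Fig. 4d), whose legend marks a p under 0.05 but prints a higher one. Neither was analysed here. Within these libraries a difference between embryos of different libraries stays open, as untested.

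Genes with short transcripts leaned higher and genes of microtubules and chromosome segregation lower in Lsm1_KD, with a median log2 fold change from 0.33 in the shortest genes (286 to 1773 nt) to -0.15 in the longest (0.05 to -0.34 in limma on log2 (TPM + 1)), while replicates differed by length too, with 0.14 and -0.12 for Ctrl replicate 1 over 2 and -0.14 and 0.09 for Lsm1_KD replicate 1 over 2, against 0.19 to 0.47 and -0.22 to -0.08 for the 4 pairs of Lsm1_KD over Ctrl. Among random lists matched on abundance and length, the medians of the electron transport (1.11), SR protein and hnRNP (0.46), ribosomal protein (1.09) and mitochondrial ribosome genes (0.77) fell at percentiles 99.97, 100, 99.9 and 99.86, which is 0.28, 0.25, 0.18 and 0.15 beyond the central 95% (standard errors 0.14, 0.13, 0.16 and 0.14, so by little in the last 2), and with lists matched on GC content at 100, 99.88, 100 and 100, which argues against either trend as the whole cause of these increases. A length trend may carry part of them, since the length-matched lists of the electron transport genes had a median of 0.55 (95% of lists from 0.23 to 0.82), and with the trend taken out, a setting added after seeing the data, the median was 0.31 and the camera adjusted p went from 1.2e-06 to 0.12. A trend cannot be told apart from a change of the group for the spliceosome (median 0.41, percentiles 97.77 on length and 99.98 on GC content, 0.01 and 0.21 beyond the central 95% with a standard error of 0.21), the microtubule genes (median -0.30, percentiles 4.91 and 3.39, within it) and the chromosome segregation genes (median -0.27, percentiles 2.22 and 1.98, 0.01 and 0.02 beyond it with a standard error of 0.06). An effect of the knockdown, the condition of the design, stays open.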

How the results depend on the processing

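The settings named here as added (single transcripts, DESeq2 with an effective-length offset, the length-trend offset, and Ctrl IP against Ctrl Input) were chosen after seeing the data. The cause was not tested for any change below unless the setting itself shows it.

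In the RNA-seq, 16 of 19 alternatives kept the number of increased genes and repeats within 1.5 times of 612. The others were limma on log2 (TPM + 1) with 370, limma on log2 (TPM + 0.1) with 338, and edgeR on single transcripts with 0 up and 0 down (2775 at an unadjusted p under 0.05; DESeq2 on transcripts called 751 up). Decreased features were 312, and 509 with no filter, 613 and 569 in both limma settings, 517 with no fold threshold and 725 in DESeq2 on transcripts. Repeats up were 10 in limma on log2 (TPM + 1), 3 with the length-trend offset and 0 on transcripts in edgeR, and repeats down 2 in each limma setting and 3 with the length-trend offset. With 1 library left out, features up were 462 to 696, features down 186 (without Lsm1_KD replicate 2) to 437, repeats up 2 (without Lsm1_KD replicate 2) to 7 and repeats down 0 to 3 (3 without Lsm1_KD replicate 1, and 1 without either Ctrl library), and a lone library is then assumed to vary like the other group. Replicate numbers were entered as a block, which gave 410 up and 188 down. Ctrl and Lsm1_KD replicates share only a number, and their deviations correlated at -0.112.

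GSAT in Lsm1_KD kept its direction and its side of the threshold in 17 of 18 alternatives, with 2.49 to 4.69 when 1 library was left out, and in edgeR on transcripts it was 3.85 and no longer past it. Lsm1 did so in 17 of 18, with -1.19 to -1.05 and -1.13 in the same order. Daxx turned to -0.07 in each limma setting, and ranged from -0.13 (without Lsm1_KD replicate 2) to 0.52 when 1 library was left out. Suv39h2 and H3f3a stayed unchanged in call in 16 of 16, MERVL in 12, ORR1B1 in 14, H3f3b in 12, Cbx1 and Atrx in 11 and RLTR2aIAP_MM in 10 of 16.

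In the RIP-seq, 18 of 27 alternatives called 0 bound in edgeR, DESeq2 or limma, as the setting reported does (995 at an unadjusted p under 0.05). No filter gave 17, the lysate block 4, FLAG IP against FLAG Input 3584, DESeq2 on transcripts 188, Ctrl IP against Ctrl Input 2119 and an unadjusted p under 0.01 87. Leaving out 1 library gave 0 to 1710, with 1710 without FLAG IP replicate 2, 6 without FLAG Input replicate 2 and 1 without FLAG IP replicate 1. The replicate number as a block gave 0, and FLAG IP and FLAG Input deviations correlated at 0.115. The bound share of repeats was 1.87% with no filter, 79.9% for FLAG IP against FLAG Input and 2.80% at an unadjusted p under 0.01, and 0% to 71.5% (without FLAG IP replicate 2) when 1 library was left out. The share of protein-coding genes was 1.98%, 0.096% and 0% to 4.15% in FLAG IP against FLAG Input, at an unadjusted p under 0.01 and when 1 library was left out. The share of satellites by name was 0 in the settings other than FLAG IP against FLAG Input, and with the deposited family names, added after seeing the data, it was 1 of 4 (25%) without FLAG IP replicate 2. Overlaps with increased protein-coding genes were 27 for FLAG IP against FLAG Input and 1 at an unadjusted p under 0.01, and 0 to 26 (without FLAG IP replicate 2) when 1 library was left out, and overlaps with increased repeats were 3 in the former and 0 to 2 when 1 library was left out.

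GSAT in the RIP had a log2 ratio of 0.38, of 5.75 in FLAG IP against FLAG Input and of 5.35 in Ctrl IP against Ctrl Input, and of -0.43 to 1.44 when 1 library was left out, reversed without Ctrl IP replicate 2 and without FLAG IP replicate 1. The ratio of GSAT was 1.02 with library size only, and 1.09 and 1.07 in limma. MERVL in the RIP turned from -0.10 to 0.41 with library size only, 0.08 with the stricter filter, 0.80 and 0.79 in limma, 0.17 with the lysate block, 1.36 for FLAG IP against Ctrl IP and 4.04 for FLAG IP against FLAG Input, and ranged from -0.75 to 1.06 when 1 library was left out, above 0 without Ctrl Input replicate 2, Ctrl IP replicate 1, FLAG Input replicate 2 or FLAG IP replicate 2.

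Of the gene lists in Lsm1_KD, 5 were up and 1 was down. Camera with an estimated correlation gave 0 up and 0 down, the length-trend offset 1 up and 0 down, DESeq2, DESeq2 with an effective-length offset, no filter and both limma settings 2 down, and the stricter filter and the replicate block 0 down. When 1 library was left out, 5 to 9 were up (9 without Lsm1_KD replicate 1) and 0 to 1 down (0 without Lsm1_KD replicate 2 or either Ctrl library). In the RIP, 3 lists were up and 14 were down by camera. The estimated correlation and fry gave 0 up and 0 down, DESeq2 1 up with and without an effective-length offset, FLAG IP against FLAG Input 5 up and the stricter filter 9 down. When 1 library was left out, 0 to 3 were up (0 without FLAG Input replicate 2 or FLAG IP replicate 1) and 7 to 18 down (7 without FLAG IP replicate 1).

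Of 347 repeats, 115 in the RNA-seq and 324 in the RIP-seq were abundant enough to be tested, and the others were not tested. In the RIP-seq, edgeR found 33 of 100 simulated 8-fold ratios and 0 of 100 simulated 3-fold ratios, so a bound RNA with a ratio of that size can be missed.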

Differences from the paper's values

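None of the tests of explanations belongs to this part, and the settings named as added were chosen after the data were seen.

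For the RNA-seq, the paper gives 1538 upregulated transcripts, and 612 genes and repeats were up here at the thresholds the paper states. The paper's features are transcripts and those here are genes and repeats. All 15 alternatives set before the data were examined differ from the paper's number (338 to 804). The paper gives 638 decreased transcripts against 312 here. No filter (509), limma on log2 (TPM + 1) (613), limma on log2 (TPM + 0.1) (569), leaving out Lsm1_KD replicate 1 (437) and adjusted p under 0.05 with no fold threshold (517) lie within 1.5 times of the paper's number, and the other 10 do not. DESeq2 on transcripts and repeats, added after seeing the values, gave 725 down and 751 up. It dropped 0 of the 13 genes named in Fig. 2a, and a full list of the paper's called transcripts is not used here.

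For repeats, Fig. 3f shows about 1 decreased, read by eye, and 0 were down here in edgeR (4 at an unadjusted p under 0.05, and 0 in DESeq2 and 2 in limma). Leaving out Ctrl replicate 1 or Ctrl replicate 2 gives 1, and the other 13 alternatives differ. The counts of increased and decreased protein-coding genes in Fig. 3d and of increased repeats in Fig. 3f lie within the limits set for a difference.

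In the RIP-seq, the paper identifies 1433 bound transcripts, and edgeR called 0 here (995 at an unadjusted p under 0.05), as DESeq2 and limma did. The methods of the paper give DESeq2 with an adjusted p under 0.05, and no ratio threshold is stated for this number. Of 22 alternatives, only leaving out FLAG IP replicate 2 (1710) lies within 1.5 times of it, and DESeq2 on transcripts, added after seeing the values, gave 188. Fig. 3d shows about 1300 bound protein-coding genes and Fig. 3f about 170 bound repeats, read by eye, and both are 0 here, with leaving out FLAG IP replicate 2 (1270 genes and 200 repeats) again the only alternative of 22 without a difference. The targets labelled in Fig. 3b did not pass here. FLAG IP against FLAG Input put A430085M09Rik, Cfap44, Gm13288, Prnp and the L1B, L1MdA, L1MdV and IAPLTR1 repeats past the threshold, and leaving out FLAG IP replicate 2 did so for A430085M09Rik (1.99), Prnp (2.16), L1B_MM (2.01), some L1MdA repeats and the L1MdV repeats. Ctrl IP against Ctrl Input, added after seeing the data, put A430085M09Rik (4.17), Cfap44 (4.93), Gm13288 (6.25) and Prnp (3.57) past it too. With 0 bound in edgeR on genes and repeats, the composition of Supplementary Fig. 4a has no counterpart in that setting. The 188 bound in DESeq2 on transcripts held 0 repeats, whereas that figure shows repeats among the bound RNAs.

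The paper gives 13 protein-coding genes and 4 repeats that are both bound and upregulated, and both numbers are 0 here. None of 23 alternatives comes within 1.5 times of 13, and FLAG IP against FLAG Input gives 3 repeats, the only one of 23 within 1.5 times of 4. The paper names GSAT, ORR1B1, MERVL and RLTR2aIAP as bound. Without FLAG IP replicate 2, ORR1B1 (log2 ratio 2.82, adjusted p = 0.00021) and RLTR2aIAP_MM (2.11, adjusted p = 0.00038) were bound, and in FLAG IP against FLAG Input so were GSAT_MM (5.75), ORR1B1 (2.93) and RLTR2aIAP_MM (2.68), but not MERVL (4.04, adjusted p = 0.49). RLTR2aIAP_MM was not past the threshold as upregulated here (1.67, adjusted p = 0.058), although 6 of 16 alternatives, DESeq2 among them (0.041), put it past an adjusted p of 0.05, with log2 fold changes above 1.

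Fig. 3c shows about 53% of expressed repeats as bound, read by eye, against 0 here, and of 25 alternatives leaving out FLAG IP replicate 2 (71.5%) does not differ. Supplementary Fig. 4c shows about 75% of satellites, read by eye, against 0 here, and of 25 alternatives FLAG IP against FLAG Input (66.7%, and 75.0% with the deposited family names, added after seeing the values) does not differ. Fig. 3b places GSAT at a log2 ratio of about 2.7, read by eye, and it is 0.38 ± 0.97 (standard error) here. FLAG IP against Ctrl IP (1.90, standard error 1.26) is the only one of 21 alternatives that lies within its own standard error of the figure's value. The next closest was 1.44 (standard error 1.14) without Ctrl IP replicate 1. The paper also reports RIP-qPCR differences for MajSat and MinSat RNA (Fig. 3i), which were not analysed here.

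Supplementary Fig. 3d shows Cbx1 at about 97 TPM in Ctrl and about 68 TPM in Lsm1_KD, read by eye, and the deposited values are 164.3 and 285 TPM. Leaving out Ctrl replicate 1 does not differ in Ctrl and leaving out Ctrl replicate 2 does. Neither alternative closes the difference in Lsm1_KD. The direction is the opposite of the figure, and the TPM values of the other 5 genes of that figure lie within the limits set for a difference.

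The paper states that the genes of H3K9me3 and H3 rarely changed. For its 6 genes other than Daxx, it also reports qPCR without significant change (Fig. 2c), which was not analysed here. Of the 6 genes, 5 did not pass the threshold here, and Cbx1 did (log2 fold change 1.09, adjusted p = 0.020), a call that held in 11 of 16 alternatives. In DESeq2, the tool of the paper, Atrx (-0.69, adjusted p = 0.020) and H3f3b (0.53, adjusted p = 0.031) had an adjusted p under 0.05 too, with log2 fold changes between -1 and 1. The paper states enrichment for cell cycle terms. The 61 cell cycle genes had a camera adjusted p of 0.95 (0.43 in fry). Chromosome segregation genes missed the threshold in camera (0.066, 0.36 with an estimated correlation and 0.15 with a trend on transcript length taken out) and were lower in 6 of 18 alternatives, among them camera on DESeq2 (0.00059) and on limma with log2 (TPM + 1) (0.023), and fry (0.026), which does not compare a list with other genes. The spliceosome was higher in camera (adjusted p = 0.0038). The spliceosome call was lost with an estimated correlation (0.36), with which no list passed. It was also lost with a trend on transcript length taken out (0.067), a setting added after seeing the data. The paper states that the satellite subfamily was the top one by TPM. GSAT had the highest mean TPM in the FLAG IP (5720), while MERVL was above it in replicate 2 (1844 against 1443).

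Fig. 3g gives 19 names of repeats as differing between Lsm1_KD and Ctrl, of which 18 matched 27 features, and 5 of the 23 tested passed here. Of the 12 tested that the figure shows as lower, 0 passed (adjusted p 0.069 to 0.47), although 11 had a log2 fold change below 0, and of the 11 tested that it shows as higher, 5 passed and 5 others lay above 0. GSAT (3.93), ORR1B1 (1.61), MERVL (1.85), ERV2-9C_MM-I (2.07) and ERVB4_2B-LTR_MM (2.43) passed. The lowest adjusted p of the others were those of RLTR4I_MM (-0.87, adjusted p = 0.069), L1MdFanc_I (2.88, adjusted p = 0.089), L1Lx_I (3.11, adjusted p = 0.084) and MYSERV16_I (2.97, adjusted p = 0.089), all in the direction of the figure, and DESeq2 gave L1MdFanc_I an adjusted p of 0.043 and RLTR4I_MM one of 0.020.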

Other observations

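None of the values below rests on a test chosen after the results were seen.

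Genes of other processes were compared in Lsm1_KD and Ctrl zygotes by the lists set before. Of 34 genes of cytoplasmic RNA decay, 7 were up and 1, Lsm1 itself, was down in edgeR (9 and 2 when adjusted over the list alone), with Lsm5 at a log2 fold change of 2.93 (adjusted p = 0.0078) and Cnot3 at 0.97 (adjusted p = 0.016), and camera gave an adjusted p of 0.25. Maternal factor genes went both ways, with 6 up and 9 down of 62 (11 and 13 when adjusted over the list alone; camera adjusted p = 0.69), among them Ooep (1.73, adjusted p = 0.0012) and Oosp3 (1.64, adjusted p = 0.0021). Of 15 genes of zygotic genome activation, 2 were up and 2 were down (2 and 2 when adjusted over the list alone; camera adjusted p = 0.91), with Tcstv1 at -1.92 (adjusted p = 0.0078). Stress genes had 2 up and 1 down of 16 (3 and 1 when adjusted over the list alone; camera adjusted p = 0.47), with Ddit4 at 2.19 (adjusted p = 0.0011) and Hspa5 at -0.95 (adjusted p = 0.041).

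Replacement histone genes had 1 up of 11 (2 when adjusted over the list alone; median log2 fold change 0.61, camera adjusted p = 0.052) and replication-dependent histone genes 2 up of 12 (2 when adjusted over the list alone; median 1.00, camera adjusted p = 0.17), with H1f1 at 1.41 (adjusted p = 0.0084). The exosome had 1 down of 17 (1 when adjusted over the list alone; camera adjusted p = 0.82), Rbm7 at -0.96, the proteasome 1 down of 34 (camera adjusted p = 0.91), Psmd5 at -1.10, and the organic anion transporters 1 down of 42 (camera adjusted p = 0.71), Slc26a6 at -1.35, the last 2 calls not holding when adjusted over the list alone. Markers of other cells were scarce, with 6 of cumulus cells, 8 of leukocytes and 3 of sperm tested, and camera gave adjusted p of 0.88, 0.82 and 0.083. For 6 nuclear and small stable noncoding RNAs the camera adjusted p was 0.079. In these 4 lists no gene passed in edgeR over all genes, and 1 sperm gene did when adjusted over the list alone.

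In the RIP-seq, the lists lower in the FLAG ratio by camera included the electron transport genes (median log2 ratio -0.55), the proteasome (-0.52), mitochondrial ribosome (-0.46), stress (-0.46), cell cycle (-0.45), H3K9me3 (-0.42), RNA decay (-0.62), ribosomal protein (-0.37), spliceosome (-0.31), chromosome segregation (-0.28) and microtubule genes (-0.27). With an estimated correlation all lists had adjusted p of 0.62 to 0.63, and none passed in fry. Not past an adjusted p of 0.05 in camera were the replacement histones (-0.60), zygotic genome activation genes (-0.46), exosome (-0.16), SR proteins and hnRNPs (-0.12), ribosome biogenesis (-0.11) and sperm genes (0.43).

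Lsm1 RNA had a log2 ratio of 3.05 without FLAG IP replicate 1 (adjusted p = 0.027) and of -1.51 without FLAG IP replicate 2 (adjusted p = 0.0039), since the 2 FLAG immunoprecipitates held it at 0.553 and 8.31 times their inputs.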
